# KMT2D regulates specific programs in heart development via histone H3 lysine 4 di-methylation

**DOI:** 10.1242/dev.132688

**Published:** 2016-03-01

**Authors:** Siang-Yun Ang, Alec Uebersohn, C. Ian Spencer, Yu Huang, Ji-Eun Lee, Kai Ge, Benoit G. Bruneau

**Keywords:** KMT2D, MLL2, MLL4, ALR, Kabuki syndrome, H3K4 methylation, Heart development, Mouse

## Abstract

*KMT2D*, which encodes a histone H3K4 methyltransferase, has been implicated in human congenital heart disease in the context of Kabuki syndrome. However, its role in heart development is not understood. Here, we demonstrate a requirement for KMT2D in cardiac precursors and cardiomyocytes during cardiogenesis in mice. Gene expression analysis revealed downregulation of ion transport and cell cycle genes, leading to altered calcium handling and cell cycle defects. We further determined that myocardial *Kmt2d* deletion led to decreased H3K4me1 and H3K4me2 at enhancers and promoters. Finally, we identified KMT2D-bound regions in cardiomyocytes, of which a subset was associated with decreased gene expression and decreased H3K4me2 in mutant hearts. This subset included genes related to ion transport, hypoxia-reoxygenation and cell cycle regulation, suggesting that KMT2D is important for these processes. Our findings indicate that KMT2D is essential for regulating cardiac gene expression during heart development primarily via H3K4 di-methylation.

## Abstract (precis)

**Highlighted article:** Cardiac-specific depletion of the H3K4 methyltransferase KMT2D causes dysregulation of genes associated with cell cycle regulation, ion homeostasis and hypoxia signaling.

## INTRODUCTION

During heart development genes are tightly regulated to ensure expression in specific cardiac tissues at the appropriate time. It has emerged that dynamic changes in chromatin structure are crucial in controlling cardiac gene expression, implicating several chromatin remodelers and histone-modifying enzymes in the regulation of heart development, although the precise role of many chromatin modifiers remains unknown (Chang and Bruneau, 2012).

H3K4 methylation is a histone modification linked to transcriptional activation. H3K4me1, along with H3K27Ac enrichment, is associated with active enhancers (Creyghton et al., 2010), and H3K4me3 is highly enriched at promoters (Lauberth et al., 2013), whereas H3K4me2 is enriched at enhancers, promoters and within the gene body (Bernstein et al., 2005; Pekowska et al., 2010). Each histone mark is associated with specific regulatory elements and functions, indicating a complex control of active gene transcription.

A study of *de novo* mutations in severe congenital heart defect (CHD) cases showed a significant over-representation of genes related to H3K4 methylation (Zaidi et al., 2013), highlighting the importance of this histone modification in heart development. In particular, mutations in the H3K4 methyltransferase *KMT2D* (also known as *MLL2*, *MLL4* and *ALR*) have been identified as a major cause of Kabuki syndrome, with ∼60% of patients diagnosed with CHDs, most frequently aortic coarctation, atrial and ventricular septal defects. Most *KMT2D* mutations are predicted to result in haploinsufficiency (Ng et al., 2010; Matsumoto and Niikawa, 2003), suggesting an important role for *KMT2D* in heart development (Digilio et al., 2001; Yuan, 2013; Ng et al., 2010).

KMT2D is a key regulator of gene expression in the context of cellular differentiation in diverse tissues. Hu et al. (2013), Guo et al. (2013) and Lee et al. (2013) showed reduced global H3K4me1 levels in a *KMT2C/D* (*MLL3/4*) double-knockout colon cancer cell line, and identified a majority of KMT2D binding sites located in putative enhancer elements. *Kmt2d* is essential for mouse adipogenesis, myogenesis, macrophage activation and lymphomagenesis, demonstrating additional roles for KMT2D as a mono- and di-methyltransferase at enhancers (Lee et al., 2013; Kaikkonen et al., 2013; Ortega-Molina et al., 2015). Collectively, these findings indicate that KMT2D regulates key gene expression programs via H3K4 mono- and di-methylation, and its role depends on cellular and temporal contexts.

In the present study, we identify KMT2D as an essential regulator of heart development. A single copy of *Kmt2d* is sufficient for normal heart development and leads to mild alterations in heart function. *Kmt2d* deletion in cardiac precursors and cardiomyocytes disrupts cardiogenesis. We show that *Kmt2d* deletion in these cardiac populations results in downregulation of ion transport and cell cycle genes, leading to altered calcium handling and cell cycle defects in cardiomyocytes. Myocardial deletion of *Kmt2d* leads to decreased H3K4me1 at H3K27Ac-enriched enhancers and decreased H3K4me2 at promoters and enhancers. Finally, we identify KMT2D binding regions in cardiomyocytes, of which a subset is associated with decreased gene expression and decreased H3K4me2 levels in mutant embryonic hearts. Our results indicate that KMT2D, through its primary role as an H3K4 di-methyltransferase, is required for regulating specific regulatory programs during heart development.

## RESULTS

### A single copy of *Kmt2d* is sufficient for normal heart development and leads to mild functional defects

Heart development relies on appropriate gene regulation in multiple cell types. We examined the expression of KMT2D in the developing embryonic mouse heart. Immunofluorescence for KMT2D on embryonic day (E) 9.5 to E12.5 cardiac sections showed ubiquitous expression in the developing heart (Fig. S1A). Closer examination of E12.5 hearts showed expression in both cardiomyocytes (Fig. 1A) and endocardial cells (Fig. 1B).

**Fig. 1.**
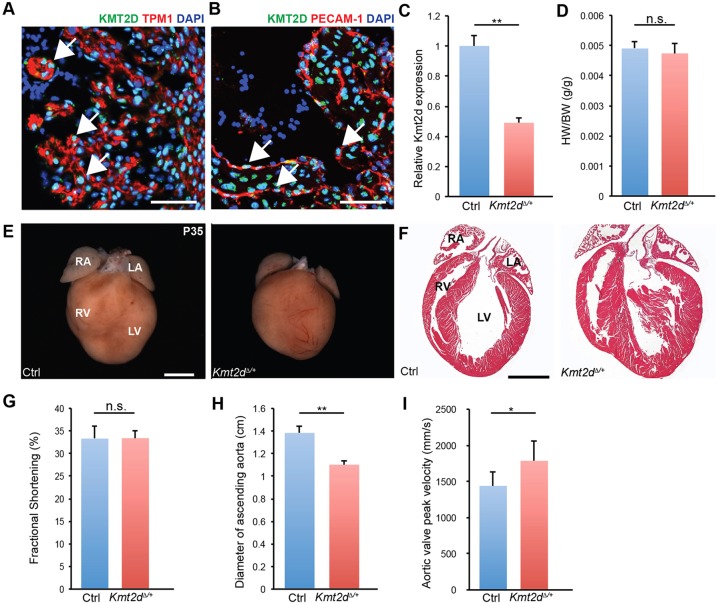
***Kmt2d*^Δ*/+*^ mice have normal cardiac development but exhibit mild narrowing of the ascending aorta.** (A,B) Magnified images of the left ventricle from a four-chamber view section at E12.5 shows (A) KMT2D expression (green) in the nuclei (DAPI, blue) of myocardial cells (TPM1, red) (arrows) and (B) KMT2D expression in the nuclei of endocardial cells (PECAM1, red) (arrows). (C) qRT-PCR for *Kmt2d* transcript levels in E8.0 control and *Kmt2d*^Δ*/+*^ embryos. (D) Heart weight to body weight ratio of P35 control (*n=*6) and *Kmt2d*^Δ*/+*^ (*n=*5) mice. (E) Representative images of P35 control and *Kmt2d*^Δ*/+*^ hearts. (F) Four-chamber view cardiac sections from P35 control and *Kmt2d*^Δ*/+*^ mice stained with Hematoxylin and Eosin (H&E). (G-I) Fractional shortening (G), diameter of the ascending aorta (H) and peak velocity of blood flow through the aortic valve (I) of P35 control and *Kmt2d*^Δ*/+*^ mice. RA, right atrium; LA, left atrium; RV, right ventricle; LV, left ventricle. *P<0.05, **P<0.01; n.s., no significant difference. Error bars indicate s.d. Scale bars: 50 μm in A,B; 2 mm in E; 500 μm in F.

Kabuki syndrome patients carry truncating mutations in *KMT2D*, which are predicted to result in haploinsufficiency. To determine if *Kmt2d* is haploinsufficient in mice, mice carrying a floxed allele of *Kmt2d* (*Kmt2d^fl^*, referred to as *Mll4^f^* in Lee et al., 2013) were crossed to transgenic *ACTB-Cre* mice (Lewandoski et al., 1997) to generate mice heterozygous for a *Kmt2d*^Δ^ null allele. qRT-PCR confirmed depletion of the *Kmt2d* transcript by 50% in E8.0 *Kmt2d*^Δ*/+*^ embryos compared with control *Kmt2d^+/+^* littermates (Fig. 1C). *Kmt2d*^Δ*/+*^ mice survived to adulthood (Table S1). At postnatal day (P) 35, *Kmt2d*^Δ*/+*^ mice had normal heart weight/body weight (Fig. 1D), and no differences in cardiac morphology compared with littermate wild-type controls (Fig. 1E,F). To determine if *Kmt2d*^Δ*/+*^ mice had altered cardiac function, we performed echocardiography on P35 *Kmt2d*^Δ*/+*^ and wild-type controls. There were no significant changes in fractional shortening in *Kmt2d*^Δ*/+*^ mice (Fig. 1G), but measured a significant narrowing of the diameter of the ascending aorta (Fig. 1H) and increased aortic valve peak velocity (Fig. 1I).

We conclude that a single copy of *Kmt2d* is sufficient for normal mouse heart development and function, with mild defects in the ascending aorta.

### Conditional deletion of *Kmt2d* in cardiac precursors and myocardium disrupts cardiac development

To determine if KMT2D is required for heart development, we interbred *Kmt2d*^Δ*/+*^ animals to obtain homozygous *Kmt2d*^Δ*/*Δ^ embryos. No live *Kmt2d*^Δ*/*Δ^ offspring were observed (Table S1), and *Kmt2d*^Δ*/*Δ^ embryos at E8.0 lacked somites and headfolds (Fig. S2A). qRT-PCR confirmed depletion of *Kmt2d* in *Kmt2d*^Δ*/*Δ^ mutants (Fig. S2B). Severe morphological defects in the *Kmt2d*^Δ*/*Δ^ embryos indicated an early requirement of *Kmt2d* in embryogenesis, precluding assessment of its role during heart development. Therefore, we used conditional deletion of *Kmt2d* to investigate its role in specific cardiac populations (Fig. 2A).

**Fig. 2.**
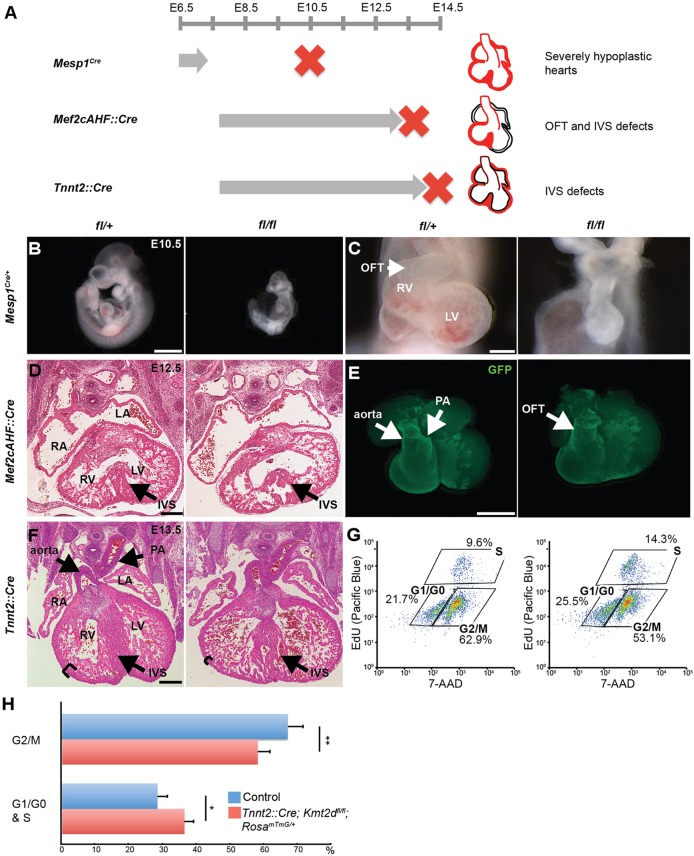
**Deletion of *Kmt2d* in cardiac precursors and myocardium leads to embryonic lethality and cardiac defects.** (A) Schematic overview of *Kmt2d* deletion phenotypes in mesodermal precursors, anterior heart field (AHF) precursors and cardiomyocytes. (B) E10.5 *Mesp1^Cre^;Kmt2d ^fl/fl^* embryos show developmental delay compared with wild-type littermates. (C) E10.5 *Mesp1^Cre^;Kmt2d ^fl/fl^* mutants show severely hypoplastic hearts. (D) E12.5 *Mef2cAHF::Cre;Kmt2d ^fl/fl^* four-chamber view cardiac sections stained with H&E show a disorganized interventricular septum (arrowheads). (E) E12.5 *Mef2cAHF::Cre;Kmt2d ^fl/fl^;Rosa^mTmG/+^* hearts show defects in outflow tract septation (arrowhead). GFP reporter is expressed in Cre-positive cells. (F) E13.5 *Tnnt2::Cre;Kmt2d ^fl/fl^* four-chamber view cardiac sections stained with H&E show disorganized interventricular septum (arrowheads) and thin compact myocardium (brackets) in mutants. (G) E12.5 control (WT) and *Tnnt2::Cre;Kmt2d ^fl/fl^;Rosa^mTmG/+^* (cKO) hearts were labeled with EdU for newly synthesized DNA and EdU-labeled cells were detected with Pacific Blue azide using Click chemistry. Cells were stained with 7-AAD to determine total DNA content and cell cycle distribution was determined by FACS analysis, sorting for Cre-positive cells using GFP reporter. Representative FACS plots of the Cre-positive population show an increase in the number of cells in G1/G0 and S phase and a decrease in G2/M phase in the mutant. (H) Cell cycle analysis of E12.5 control and *Tnnt2::Cre;Kmt2d ^fl/fl^;Rosa^mTmG/+^* hearts (*n=*4 per genotype) shows an 8.0% increase in G1/G0 and S phases (*P*<0.05) and an 8.8% decrease in G2/M phases in mutants (*P*<0.01). RV, right ventricle; LV, left ventricle; PA, pulmonary artery; OFT, outflow tract; IVS, interventricular septum. *P<0.05, **P<0.01. Error bars indicate s.d. Scale bars: 1 mm in B; 200 μm in C; 250 μm in D,F; 500 μm in E.

We deleted *Kmt2d* using *Mesp1^Cre^*, which is expressed in mesodermal precursors (Saga et al., 1999), and *Mef2cAHF::Cre*, which is expressed in anterior heart field (AHF) precursors (Verzi et al., 2005) (Fig. 2A); *Mesp1^Cre^* will delete the ubiquitously expressed *Kmt2d* broadly in E7.0 mesoderm, whereas *Mef2cAHF::Cre* will delete *Kmt2d* in a domain restricted to AHF precursors and pharyngeal arches (Devine et al., 2014; Saga et al., 1999; Verzi et al., 2005). qRT-PCR confirmed a significant decrease in *Kmt2d* transcripts in the hearts of E9.0 mesodermal deletion mutants (*P*<0.05, Fig. S2C) and E11.5 AHF deletion mutants (*P*<0.05, Fig. S2D) compared with heterozygous controls.

To verify that the Cre deletion leads to a loss of KMT2D protein, we used a Cre reporter allele, *Rosa^mTmG^* (Muzumdar et al., 2007). Immunostaining of E10.5 *Mef2cAHF::Cre;Kmt2d^fl/fl^;Rosa^mTmG/+^* hearts showed reduced KMT2D levels in Cre-deleted GFP^+^ cells (Fig. S2E).

No live *Mesp1^Cre^;Kmt2d^fl/fl^* mutants were recovered after E10.5 (Table S2). E10.5 mutants appeared developmentally delayed, exhibiting pericardial edema and a linear heart tube (Fig. 2B,C). Similarly, no live *Mef2cAHF::Cre;Kmt2d^fl/fl^* offspring were observed. *Mef2cAHF::Cre;Kmt2d^fl/fl^* mice were found at Mendelian ratios until E11.5, and this decreased subsequently, with all mutants dying by E13.5 (Table S2). The gross morphology of E12.5 mutant embryos and hearts appeared normal (Fig. S2F,G). However, examination of histological sections of E12.5 mutant hearts revealed a disorganized interventricular septum (Fig. 2D). E12.5 mutant hearts showed a failure of outflow tract septation into the aorta and pulmonary artery (Fig. 2E, Fig. S2H). The cardiac defects of both genotypes indicated that *Kmt2d* is required in cardiac mesoderm and AHF precursors for heart development.

Since mesodermal and AHF precursors contribute to multiple cardiac cell types, we determined if *Kmt2d* was required in cardiomyocytes by deleting *Kmt2d* using *Tnnt2::Cre*, which is expressed in the embryonic myocardium from E7.5 onwards (Jiao et al., 2003). qRT-PCR confirmed a significant decrease of *Kmt2d* transcript in E11.5 mutant hearts, although the *Kmt2d* transcript was not completely lost, which was likely to be due to the contribution of non-myocyte populations such as endocardium and cardiac fibroblasts (*P*<0.05, Fig. S2I). *Tnnt2::Cre;Kmt2d^fl/fl^* embryos were found at Mendelian ratios until E13.5, but no live mutants were observed after E14.5 (Table S2). The gross morphology of E13.5 mutant embryos and hearts appeared normal (Fig. S2J,K). Examination of histological sections of E13.5 mutant hearts revealed thin compact myocardium and disorganized ventricular septum (Fig. 2F), similar to the AHF precursor deletion phenotype. However, myocardial deletion mutants showed normal septation of the outflow tract into the aorta and pulmonary artery.

Hypoplasia of the compact myocardium in *Tnnt2::Cre;Kmt2d^fl/fl^* mutants suggested decreased cardiomyocyte proliferation. To test this hypothesis, we performed cell cycle analysis on E12.5 control and mutant hearts (*n=*4 for each genotype). Cell cycle distribution was determined by EdU and 7-AAD double staining, sorting for Cre-positive cells with GFP fluorescence (Fig. 2G). In controls, 66.9% of the Cre-positive cell population was in the G2/M phase, which decreased to 58.0% in the mutants. In controls, 28.3% of the Cre-positive cell population was in the G1/G0 and S phases, which increased to 36.3% in the mutants. The cell population in the G1/G0 and S phases also increased from 28.3% to 36.3% (Fig. 2H). This indicated that a portion of cells is arrested in the G1/G0 and S phases, which could contribute to hypoplasia of the compact myocardium.

These results indicate that *Kmt2d* is required in cardiac precursors and myocardium during heart development, with distinct phenotypes suggesting that *Kmt2d* plays specific roles in each cardiac population.

### Loss of *Kmt2d* leads to downregulation of ion transport genes and altered calcium handling in ventricular myocytes

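RNA-seq was performed on 20 libraries of embryonic heart RNA in which floxed Kmt2d was deleted by 1 of 3 Cre lines. Mesp1Cre is active in early cardiac mesoderm, Mef2cAHF::Cre in anterior heart field precursors and Tnnt2::Cre in cardiomyocytes. Whole hearts were sequenced for Mesp1Cre (4 mutants and 4 controls) and Tnnt2::Cre (3 mutants and 3 controls), and right ventricles with outflow tracts for Mef2cAHF::Cre (3 libraries labelled mutant and 3 labelled control). The controls carried the same Cre and 1 floxed allele, so each comparison is between deletion of both alleles and of 1 allele. By the paper's methods the reads were aligned to mm9 and assigned to genes with featureCounts. For each of 33495 genes and each library the authors gave the number of reads counted without normalization and an FPKM. The name given to these values credits both to USeq, so which tool made the counts is open. In Mesp1Cre, reads counted per library ran from 21727258 to 24981332 in mutants (median 22483413) and from 25581534 to 28790705 in controls (median 25631253.5). For Mef2cAHF::Cre they ran from 28122321 to 37165163 in the libraries labelled mutant (median 29058519) and from 25001020 to 27568922 in those labelled control (median 26002418). Tnnt2::Cre mutants had 35379996 to 44165532 (median 35789894) and controls 36809972 to 45341870 (median 37415961). Mutants and controls were compared within each line with edgeR's quasi-likelihood F test on the counts, after TMM normalization and a filter on low counts, and p was adjusted by the Benjamini-Hochberg method over the genes tested (FDR). This tested 15883 genes in Mesp1Cre, 16920 in Mef2cAHF::Cre and 17045 in Tnnt2::Cre. Values for single genes are edgeR's CPM after that normalization, as mean ± SD over the libraries of a group, and coordinates are those of mm9. The sample labels put the Mesp1Cre hearts at E9.0, as the paper does, while their protocol text gives E11.5 for all hearts.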

To assess the transcriptional consequences of *Kmt2d* loss during heart development, we performed global gene expression analyses of embryonic hearts. To avoid confounding secondary effects, we obtained embryonic hearts at the developmental stages when the earliest cardiac defects were observed. For *Mesp1^Cre^* crosses, we used E9.0 hearts (*n*=4 per genotype). 

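Kmt2d, listed under its earlier symbol Mll2 (ENSMUSG00000048154), lies on chromosome 15 from 98664934 to 98701614. In Mesp1Cre it had 137 ± 7.57 CPM in mutants (SD, n = 4) and 158 ± 5.31 CPM in controls (SD, n = 4), from 2976 to 3705 and from 3687 to 4423 reads per library. It fell by 0.21 on the log2 scale (SE 0.07, FDR 0.0764), and the mutant and control libraries did not overlap in CPM. Counts over the whole gene include reads outside the floxed exons, and 1.73% of its exonic bases have a near-identical copy elsewhere in the genome. On the authors' FPKM (limma-trend on log2(FPKM + 0.1)) its change was -0.05 with an FDR of 0.733, but the median of all genes is shifted by 0.15 there, so the fall relative to other genes stayed. The FDR over the 6 alternatives for all libraries ran from 0.0399 to 0.733.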

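The labels of the Mef2cAHF::Cre libraries disagree with themselves: the titles and genotypes name 3 libraries mutant whose columns in the table of counts are named wild type, and the other 3 the reverse. The titles and genotypes were followed, and the groups are called the libraries labelled mutant and labelled control. The targeted gene, Kmt2d, had 190.0 ± 3.45 CPM (SD, n = 3) in the libraries labelled mutant, from 5016 to 7002 reads, and 153 ± 5.87 CPM (SD, n = 3) in those labelled control, from 4038 to 4318 reads. This is a rise of 0.32 on the log2 scale (SE 0.06, FDR 0.0359) in libraries labelled as deleted for the gene, with no overlap between the groups. By the labels the direction held, but the FDR over the 6 alternatives for all libraries ran from 0.00173 to 0.228, with 3 of them past the threshold, as was 1 of the 6 fits that each left out 1 replicate. The column names would reverse this sign and that of every other Mef2cAHF::Cre change.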

For *Mef2cAHF::Cre*, we used E11.5 right ventricles and outflow tracts (*n*=3 per genotype), which are the regions where *Kmt2d* is deleted. For *Tnnt2::Cre* crosses, we used E11.5 embryonic hearts (*n*=3 per genotype).

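Tnnt2::Cre mutants had 112 ± 4.65 CPM of Kmt2d (SD, n = 3), with 4376 to 4502 reads per library, and controls had 142 ± 20.7 CPM (SD, n = 3), with 4088 to 7085 reads. The log2 fold change was -0.35 (SE 0.12, FDR 0.327), again without overlap between the groups. Such a separation has a chance of 10.0% for 3 libraries against 3.

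**Figure D1:**
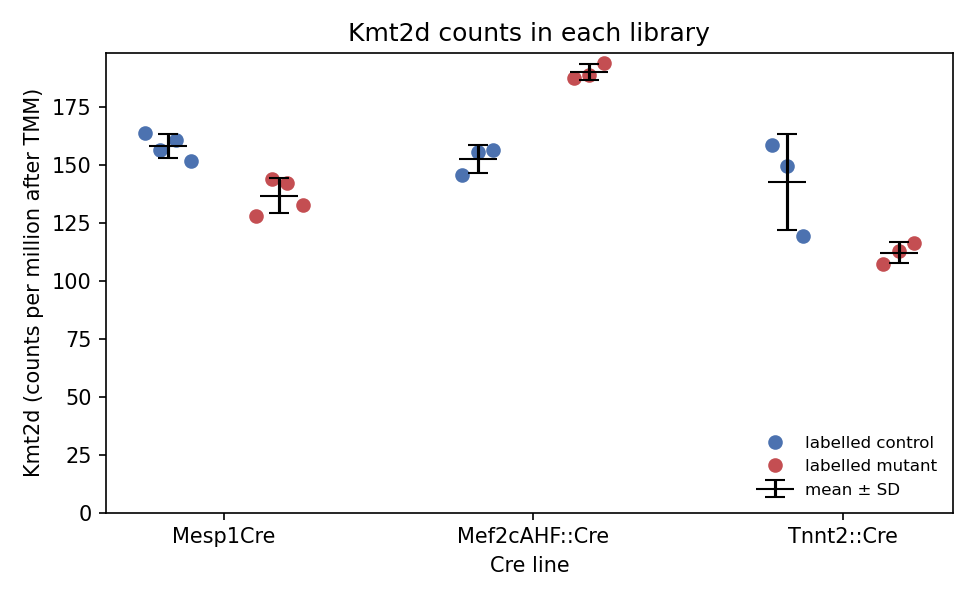
Kmt2d in each of the 20 libraries, in CPM after TMM normalization, by Cre line and labelled genotype, with the mean and SD of each group (n = 4 for Mesp1Cre, n = 3 otherwise). Mutants lie below controls in Mesp1Cre and Tnnt2::Cre, and the libraries labelled mutant lie above those labelled control in Mef2cAHF::Cre.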

At a false discovery rate (FDR) <0.05, we found 2226 genes dysregulated in *Mesp1^Cre^* mutants, 1212 genes dysregulated in *Mef2cAHF::Cre* mutants and 774 genes dysregulated in *Tnnt2::Cre* mutants (Fig. 3A, Table S3). 

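With edgeR at an FDR below 0.05, 1821 genes were differentially expressed in Mesp1Cre mutants, 980 higher and 841 lower than in controls. In Mef2cAHF::Cre there were 482, of which 306 were higher and 176 lower in the libraries labelled mutant, and by the column names these directions are reversed. Tnnt2::Cre mutants had 50. At an unadjusted p below 0.05 the counts were 4267, 3037 and 2034. The median size of the log2 fold change among differentially expressed genes was 0.63 in Mesp1Cre, 0.88 in Mef2cAHF::Cre and 1.67 in Tnnt2::Cre, and the biological coefficient of variation common to all genes was 0.267, 0.141 and 0.195. Mutant and control libraries were separate, without overlap, for 1639 of the genes called in Mesp1Cre and for every gene called in the other lines. Among genes not selected for their change, chance gives 2.86% in Mesp1Cre and 10.0% in the other lines. The called genes were selected on the same libraries, so their separation is not separate evidence for the calls. Among the alternatives, the count moved most in Tnnt2::Cre, to 896 without mutant replicate 1. On the FPKM values the median log2 fold change of all genes shifted by 0.15 in Mesp1Cre, by -0.13 in Mef2cAHF::Cre and by 0.11 in Tnnt2::Cre, so changes in FPKM are read relative to these shifts. The share of lower genes then went from 46.2% to 15.0% in Mesp1Cre and from 36.5% to 61.9% in Mef2cAHF::Cre.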

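Of the differentially expressed genes with separate groups and an average log2 CPM of at least 1, the largest rise in Mesp1Cre mutants was in AC129015.1 (ENSMUSG00000081970, chromosome 5 from 27332480 to 27334161), annotated as a pseudogene. It had 4.36 ± 1.07 CPM in mutants (SD, n = 4) and at most 3 reads in any control, and so was at least 34.6-fold higher (FDR 1.07e-04). Kcne3 (ENSMUSG00000035165, chromosome 7 from 107327207 to 107333374) rose by 6.19 on the log2 scale to 7.72 ± 6.5 CPM (FDR 3.34e-04), with an SD near its mean, and Ppbp by 5.28. The largest falls were in Lyz2 (-3.05), Atp2a1 (-2.50) and 4432412L15Rik (-2.47). For Lyz2 and 4432412L15Rik 1 control lay far from the others, and Atp2a1 and 4432412L15Rik overlap exons of a gene on the opposite strand (Rabep2 and Il27ra). In Mef2cAHF::Cre the largest rise in the libraries labelled mutant was in AC150274.1 (ENSMUSG00000059040, chromosome 18 from 48204989 to 48208032), a log2 fold change of 5.38 with an SE of 0.14 (FDR 3.16e-07). Of its exonic bases 93.7% have a near-identical copy elsewhere, and it differed up to 70.5-fold between libraries of 1 genotype in other lines. Sgca (3.72) and Eef1a2 (3.22) came next, and Robo3 (-3.23), Esm1 (-3.00) and Cmah (-2.99) were lowest, all by the sample labels and with opposite signs by the column names. In Tnnt2::Cre mutants the largest falls were in Penk (ENSMUSG00000045573, chromosome 4 from 4060678 to 4065966), from 3.73 ± 1.26 to 0.255 ± 0.148 CPM (SD, n = 3 each), a log2 fold change of -3.86 (SE 0.44, FDR 0.0133), in Rgs5 (-3.60) and in Eef1a2 (-2.85). Gp49a (2.48), Ccl2 (2.34) and Nefl (1.79) rose most. Gp49a shares exonic bases with an overlapping gene on its own strand, and Penk and Nefl overlap exons of a gene on the other strand.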

Average-linkage cluster analysis showed that differentially expressed genes in *Mesp1^Cre^*, *Mef2cAHF::Cre* and *Tnnt2::Cre* mutants mostly clustered separately, with some overlap (Fig. 3A), indicating that *Kmt2d* regulates distinct subsets of genes in each cardiac population. 

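Of the 15351 genes tested in every line, 2110 were differentially expressed in at least 1 line and 14 in all 3. Those called in a single line numbered 1659 for Mesp1Cre, 284 for Mef2cAHF::Cre and 6 for Tnnt2::Cre. Mesp1Cre and Tnnt2::Cre shared 16 genes, where 4.70 would be shared by chance (two-sided Fisher's exact test, p = 4.81e-06, with genes taken as independent), and all 16 changed in the same direction. Mesp1Cre and Mef2cAHF::Cre shared 141 (52.0 by chance, exact p = 2.65e-30), of which 133 changed in opposite directions by the sample labels. The 32 genes shared by Mef2cAHF::Cre and Tnnt2::Cre (1.15 by chance, exact p = 1.09e-42) were all opposite by the labels. By the column names of the table these 133 and 32 genes change in the same direction. The count in all 3 lines moved most with the DESeq2 Wald test, to 97.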

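A gene past the threshold in 1 line and not in another is not thereby shown to differ, so the difference between the genotype effects of each pair of lines was tested with an interaction term in 1 edgeR fit of all 20 libraries and 18391 genes. At an FDR below 0.05 the effect differed for 559 genes between Mesp1Cre and Tnnt2::Cre (3524 at an unadjusted p below 0.05). Of the 1790 genes called in Mesp1Cre and not in Tnnt2::Cre, 389 were among them, as were 7 of the 25 called in Tnnt2::Cre and not in Mesp1Cre. Between Mef2cAHF::Cre and Tnnt2::Cre it was 586 genes by the sample labels, and 0 by the column names, with 472 at an unadjusted p below 0.05. Between Mesp1Cre and Mef2cAHF::Cre the counts were 2076 by the labels and 299 by the column names, with 143 genes under both. Among 1665 genes called in Mesp1Cre and not in Mef2cAHF::Cre, 1062 differed by the labels and 217 by the column names. The DESeq2 Wald test moved the first of these counts most, to 1259. The joint fit shares the dispersion of a gene between lines that differ in spread (common coefficients of variation 0.267, 0.141 and 0.195). In it 3593 genes were called in Mesp1Cre, 129 in Mef2cAHF::Cre and 82 in Tnnt2::Cre, beside 1821, 482 and 50 in the separate fits. The interaction counts, that of 0 included, may therefore be too high or too low for single pairs. The lines also differ in stage, in the tissue taken and in sequencing group, so these tests do not separate the Cre line from those.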

Gene ontology (GO) analysis revealed that the distinct subsets of genes upregulated in the three deletion mutants were enriched for functions in hypoxia response, whereas downregulated genes were enriched for functions in ion transport and homeostasis (Fig. 3A). 

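GO annotation was not used here, and gene lists compiled by hand were tested with limma's camera (inter-gene correlation 0.01) on the log2 CPM, with FDR over 36 tests of 12 lists in the 3 lines. The value of a list is the median log2 fold change of its genes minus that of all other genes. The hypoxia list was higher by 1.10 in Mesp1Cre mutants (FDR 4.67e-34), with 63 of its 66 tested genes higher and 55 past the threshold by themselves. In Tnnt2::Cre mutants it was higher by 0.53 (FDR 8.43e-12), with 60 of 67 genes higher, 0 of them past the threshold alone and 41 at an unadjusted p below 0.05. In Mef2cAHF::Cre its value was -0.43 (FDR 8.43e-12), with 2 of 67 genes higher in the libraries labelled mutant, a sign that the column names reverse. With the correlation estimated from the data, which moved these tests most, 0 of the 36 tests passed and 2 had an unadjusted p below 0.05, where 16 passed with the fixed correlation. The Mesp1Cre hypoxia list then had an FDR of 0.395, and its alternatives ran from 6.34e-41 to 0.395. The list of ion channels and transporters had values of 0.12 in Mesp1Cre (FDR 0.449, 108 of 191 genes higher), 0.07 in Mef2cAHF::Cre by the labels (FDR 0.0635, 123 of 213) and -0.01 in Tnnt2::Cre (FDR 0.512, 102 of 209). These are shifts of the whole list, a measure unlike the paper's enrichment among lower genes. Of the list's genes past the threshold, 19 were higher and 7 lower in Mesp1Cre, and 0 higher and 3 lower in Tnnt2::Cre. In Mef2cAHF::Cre 17 were higher and 6 lower by the labels. The sign of the list in Mesp1Cre turned negative on log2(FPKM + 1) and with erythroid content as a covariate, and its sign in Tnnt2::Cre turned positive without mutant replicate 1 or control replicate 1. With the erythroid covariate the Tnnt2::Cre value was -0.095 and past the threshold (FDR 0.0345, alternatives 0.0345 to 0.854).

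**Figure D2:**
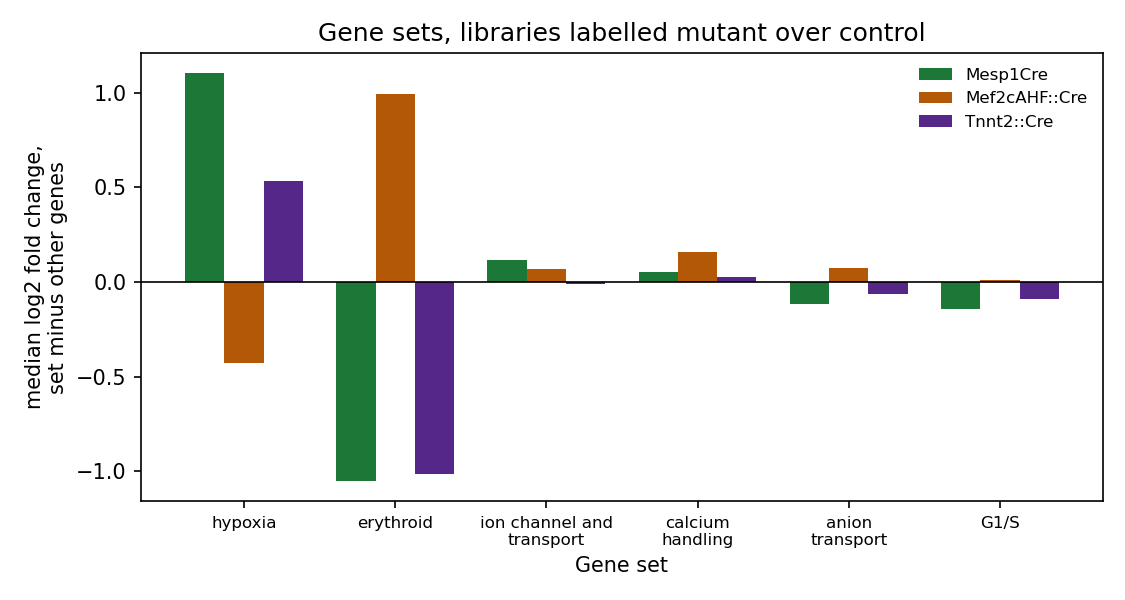
Median log2 fold change of each gene list minus that of all other genes, as bars by list (hypoxia, erythroid, ion channels and transporters, calcium handling, anion transport, G1/S) and Cre line, Mef2cAHF::Cre by the sample labels. The hypoxia and erythroid bars are the longest. On log2(FPKM + 1) the Mesp1Cre ion and calcium bars and the Mef2cAHF::Cre G1/S bar change sign, and the column names would turn every Mef2cAHF::Cre bar over.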

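Among the hypoxia response genes of Fig. 3A, Vegfa (ENSMUSG00000023951, chromosome 17 from 46153942 to 46169318) had 201 ± 52.3 CPM in Mesp1Cre mutants and 64.1 ± 3.59 in controls (SD, n = 4 each), a log2 fold change of 1.65 (SE 0.16, FDR 4.35e-05). In Tnnt2::Cre it had 151 ± 80.8 and 72.3 ± 7.83 CPM (SD, n = 3 each), 1.07 on the log2 scale (FDR 0.258). In the Mef2cAHF::Cre libraries labelled mutant it was lower, -0.89 (FDR 0.0867). Hmox1 (ENSMUSG00000005413, chromosome 8 from 77617521 to 77624488) changed by 0.95 (FDR 0.00201) in Mesp1Cre, 1.12 (FDR 0.195) in Tnnt2::Cre and -0.97 (FDR 0.116) in the libraries labelled mutant of Mef2cAHF::Cre. Gpx3 and Eid1 rose in Mesp1Cre by 0.67 (FDR 0.00368) and 1.08 (FDR 1.02e-04), Eid1 being an annotated pseudogene copy that overlaps another Eid1 gene on its strand. Ccl7 rose in Tnnt2::Cre by 2.00 (FDR 0.115). Tgfb1 and Ccl2 changed by -0.77 (FDR 0.114) and -1.35 (FDR 0.0140) in the libraries labelled mutant of Mef2cAHF::Cre.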

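Camk2a (ENSMUSG00000024617, chromosome 18 from 61085272 to 61147806) fell in Tnnt2::Cre from 67.8 ± 4.84 to 34.4 ± 3.43 CPM (SD, n = 3 each), a log2 fold change of -0.98 (FDR 0.0113). Fxyd1 had values of -0.80 (FDR 0.18) in Mesp1Cre and 1.42 (FDR 8.26e-04) in Mef2cAHF::Cre by the labels. Smyd1 fell in Mesp1Cre by 0.37 (FDR 0.00566), and Nkx2-5 by 0.65 (FDR 0.360), where control replicate 2 lay far above the other controls. Atp2b4 in Mef2cAHF::Cre was 0.50 (FDR 0.0199) by the labels, and the column names reverse the signs given for this line. In Tnnt2::Cre Kcnj12 and Prrx2 changed by -2.67 (FDR 0.0766) and -1.01 (FDR 0.0424). Of the genes the paper names, 12 of 31 tested passed in Mesp1Cre over all genes and 17 over the list alone, 11 and 24 of 33 in Mef2cAHF::Cre, and 7 and 19 of 33 in Tnnt2::Cre. The list holds the paper's own calls on these data, so the counts over the list show no stability.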

Downregulation of genes related to ion transport, such as *Atp1a2*, *Snta1*, *Camk2a* and *Fxyd1*, were validated by qRT-PCR in *Tnnt2::Cre;Kmt2d^flfl^* deletion mutants (Fig. S3A).

**Fig. 3.**
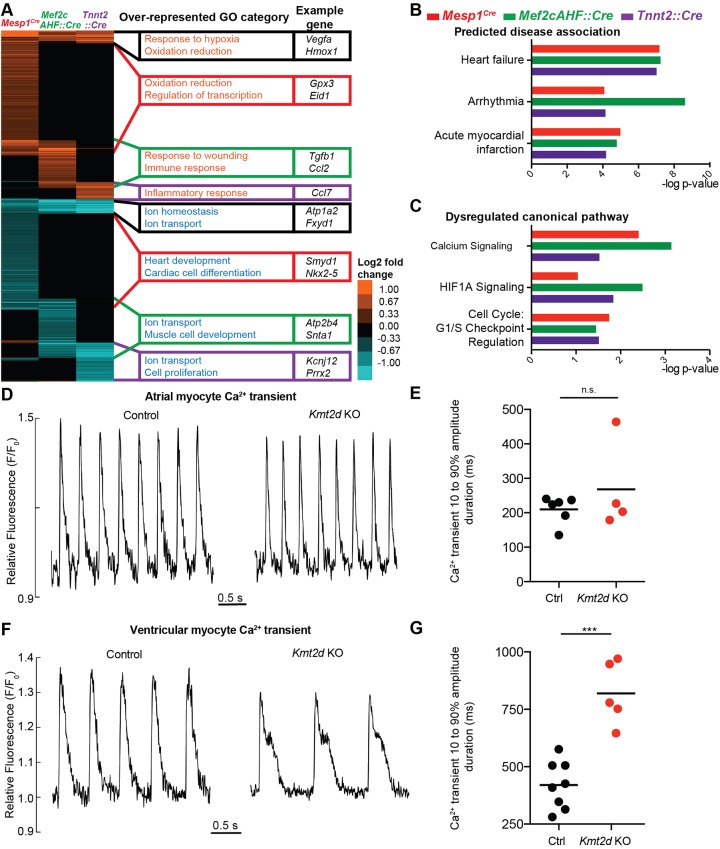
**Deletion of *Kmt2d* in cardiac precursors and myocardium leads to downregulation of ion transport genes and altered calcium handling in ventricular cardiomyocytes.** (A) RNA-Seq analysis comparing differentially expressed genes in E9.0 *Mesp1^Cre^;Kmt2d ^fl/fl^* mutant hearts, E11.5 *Mef2cAHF::Cre;Kmt2d ^fl/fl^* right ventricles and outflow tract and E11.5 *Tnnt2::Cre;Kmt2d ^fl/fl^* mutant hearts (FDR<0.05). (B) IPA of differentially expressed genes in all three deletion genotypes shows that common disease associations that were significantly predicted are related to heart failure (*P*<0.05). (C) IPA shows that common canonical pathways that were significantly dysregulated are associated with calcium signaling, HIF1A signaling and G1/S cell cycle checkpoint regulation (*P*<0.05). (D) Representative Fluo-4 fluorescence recordings from control and *Tnnt2::Cre;Kmt2d ^fl/fl^* (*Kmt2d* KO) atrial myocytes isolated at E11.5. (E) Mean durations of Ca^2+^-dependent Fluo-4 fluorescence transients plotted for control and *Kmt2d* KO atrial myocytes. Each point represents the Ca^2+^ transient duration from myocytes representing one embryonic heart, as determined at the level between 10% of the upstroke and 90% of the decay. An average of 5.8 samples (cells or clusters) were combined per point. n.s., no significant difference. (F) Representative Fluo-4 fluorescence recordings (upper panel) from control and *Kmt2d* KO ventricular myocytes isolated at E11.5. Typically, the Ca^2+^ transients, expressed relative to diastolic fluorescence (F_0_), showed similar peak amplitudes but strong differences in duration due to the presence of a late shoulder or plateau in the *Kmt2d* KO myocytes. (G) Mean durations of Ca^2+^-dependent Fluo-4 fluorescence transients plotted for control and *Kmt2d* KO ventricular myocytes. An average of 23 samples (cells or clusters) were combined per point. *Kmt2d* KO ventricular myocytes had a significantly prolonged duration at 819±137 ms (*n=*5) compared with controls at 420±103 ms (*n=*8) (***P<0.001).

To determine biological functions commonly dysregulated in all three cardiac deletion mutants, we analyzed this dataset using Ingenuity pathway analysis (IPA). Predicted disease associations included heart failure and myocardial infarction (Fig. 3B), suggesting strong disruption of cardiac function and circulatory failure. 

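IPA was not used here, and a list of calcium-handling genes and a list of G1/S cell cycle genes, both compiled by hand, were tested in its place. The calcium-handling list had a value of 0.16 in Mef2cAHF::Cre by the sample labels (camera, FDR 1.12e-05), with 34 of 50 genes higher in the libraries labelled mutant. Its values were 0.05 in Mesp1Cre (FDR 0.898, 27 of 49 genes higher) and 0.03 in Tnnt2::Cre (FDR 0.468, 28 of 50). The Mesp1Cre sign turned negative on log2(FPKM + 1). In Mesp1Cre 19 of its 49 genes were past the threshold, 11 higher and 8 lower, beside 1821 of all 15883 genes tested. In Tnnt2::Cre 2 were past it, both lower. Camera tests for a shift in 1 direction, so it cannot show opposing changes such as those in Mesp1Cre, and the list is not read as unchanged there. The G1/S list had a value of -0.14 in Mesp1Cre mutants (FDR 0.0154), with 15 of 50 genes higher, 10 of the genes past the threshold lower and 4 higher. In Tnnt2::Cre it was -0.09 (FDR 0.283, 20 of 51 genes higher) and in Mef2cAHF::Cre 0.01 by the labels (FDR 0.692, 26 of 51), which turned negative on log2(FPKM + 1). With erythroid content as a covariate the Mesp1Cre value of the G1/S list was -0.13, with an FDR of 0.0609, and FDRs over its alternatives ran from 0.00555 to 0.636. The same covariate reversed both lists in Tnnt2::Cre, calcium handling to -0.028 and G1/S to 0.11, each with an FDR of 0.0446 (alternatives 0.0446 to 0.854), and took G1/S in Mef2cAHF::Cre to -0.077 by the labels (FDR 0.0499, alternatives 0.0499 to 0.924). Without 1 replicate at a time the sign in Tnnt2::Cre turned in 2 of 6 fits for calcium handling and in 1 for G1/S.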

We observed that common dysregulated canonical pathways included calcium signaling, hypoxia signaling and G1/S cell cycle checkpoint regulation (Fig. 3C). In addition, common dysregulated biological functions included anemia, muscle contractility, ion homeostasis and reactive oxygen species (ROS) (Fig. S3B). 

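Hif1a (ENSMUSG00000021109, chromosome 12 from 75002362 to 75048517), which overlaps exons of Gm15283 on the other strand, changed by -0.03 (FDR 0.896) in Mesp1Cre, -0.06 (FDR 0.761) in Mef2cAHF::Cre by the labels and 0.16 (FDR 0.649) in Tnnt2::Cre. In Tnnt2::Cre it had 272 ± 28.6 CPM in mutants and 243 ± 25.5 in controls (SD, n = 3 each). Commd1 (ENSMUSG00000051355, chromosome 11 from 22799728 to 22882284) overlaps exons of B3gnt2 on its own strand, so reads there have more than 1 source. It changed by -0.07 (FDR 0.800), 0.26 (FDR 0.18) by the labels and -0.02 (FDR 0.978) in the same order of lines, and had 20.4 ± 3.11 and 20.6 ± 2.10 CPM in Tnnt2::Cre mutants and controls. In Tnnt2::Cre the sign of Commd1 turned positive on log2(FPKM + 0.1), to 0.092. This is less than the shift of 0.111 of the median of all genes there, so relative to other genes it did not turn. The sign also turned with erythroid content as a covariate, to 0.13, and in 3 of 6 fits that each left out 1 replicate, so it is not resolved. Mutant and control libraries overlapped for both genes in each line, apart from Commd1 in Mef2cAHF::Cre.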

We also observed that the predicted dysregulation of upstream regulators included multiple hypoxia response genes, such as *Hif1a* and *Commd1* (Fig. S3C). We analyzed the *Tnnt2::Cre* deletion gene expression dataset further using an unbiased gene set enrichment analysis (GSEA) (Subramanian et al., 2005). Similarly, we observed a significant decrease in inorganic anion transport genes and erythropoietic markers, as well as an enrichment of hypoxia response genes (FDR<0.01, Fig. S3D-F).

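In Tnnt2::Cre mutants a list of anion transport genes had a value of -0.07 relative to all other genes (camera, FDR 0.0471), with 21 of 52 genes higher. Its FDR over the alternatives ran from 0.0182 to 0.636, and it was 0.0863 without the genes the paper names. The list of erythroid genes had a value of -1.01 (FDR 1.62e-09), with 1 of 33 genes higher, 0 past the threshold by themselves and 1 at an unadjusted p below 0.05. With the mean of that list as a covariate in the fit its value was -0.04. Hemoglobin genes took 6.08% ± 5.08 of the counts in mutants and 11.8% ± 2.80 in controls (SD, n = 3 each). By library the mutants had 11.8% (95% Wilson interval 11.78 to 11.80), 2.07% (2.069 to 2.078) and 4.37% (4.364 to 4.377), where the intervals cover counting error only, since the reads carry no molecular identifiers. The hypoxia list had its leave-one-out values between 0.31 and 0.73, and with the erythroid covariate it was higher by 0.11 (FDR 0.0345).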

To determine if the decrease in ion transport gene expression led to a loss of protein expression, we examined the expression of ATP1A2, the alpha-2 isoform of the Na^+^,K^+^-ATPase, in *Tnnt2::Cre;Kmt2d^fl/fl^* and control hearts. In the left atria and interventricular septum, ATP1A2 was decreased in Cre-positive mutant cardiomyocytes (Fig. S4A,B). By contrast, HIF1A, a key hypoxia response factor, was detected predominantly in Cre-negative cells (Fig. S4C), suggesting that the increase in hypoxic response gene expression might be a secondary response.

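Fxyd1 (ENSMUSG00000036570, chromosome 7 from 31836699 to 31840674) fell from 66.7 ± 9.17 CPM in controls to 25 ± 6.83 CPM in Tnnt2::Cre mutants (SD, n = 3 each), a log2 fold change of -1.42 (SE 0.20, FDR 0.0274). It did not pass on log2(FPKM + 0.1) with limma-trend, and passed in 2 of the 6 fits that each left out 1 replicate, without a change of direction. Atp2b4 (ENSMUSG00000026463, chromosome 1 from 135599255 to 135697618) fell from 139.9 ± 17.4 to 86.6 ± 12.5 CPM (-0.69, FDR 0.0983) with separate groups. Slc8a1 (ENSMUSG00000054640, chromosome 17 from 81772445 to 82048947), which overlaps exons of Gm11096 on the other strand, had 1999 ± 174 CPM in mutants and 1796 ± 139 in controls (0.15, FDR 0.697).

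**Figure D3:**
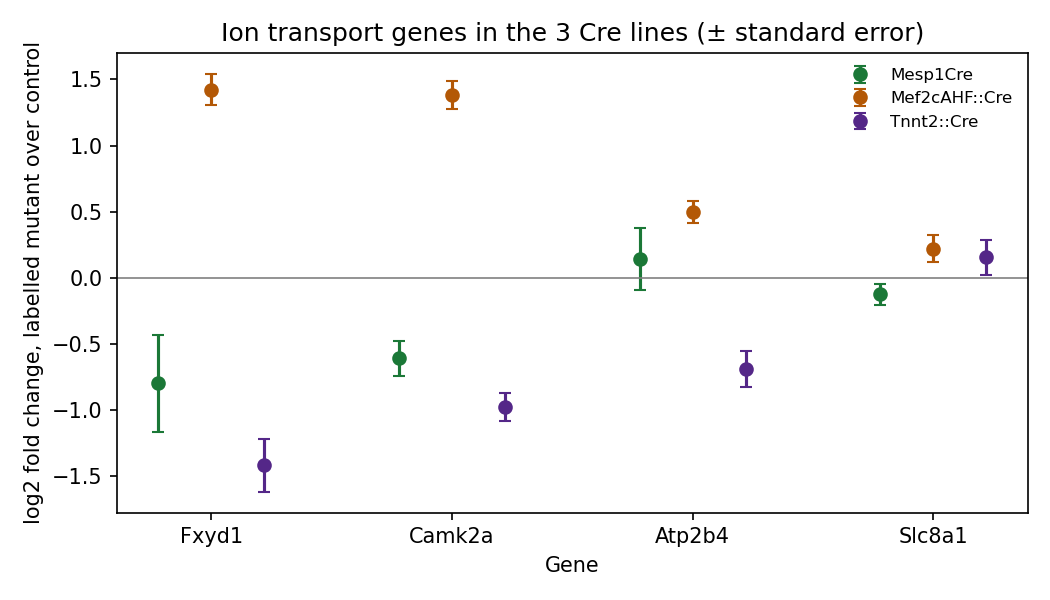
Log2 fold change of Fxyd1, Camk2a, Atp2b4 and Slc8a1 in each Cre line, mutants against controls, with standard errors, Mef2cAHF::Cre by the sample labels. In Tnnt2::Cre Fxyd1 is lowest, and the Mef2cAHF::Cre points lie on the other side of 0 from those of Tnnt2::Cre for Fxyd1, Camk2a and Atp2b4, and on the same side by the column names.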

In the myocardial deletion mutants, downregulated ion transport genes included *Snta1* and *Fxyd1.* SNTA1 associates with the cardiac sodium channel SCN5A and the plasma membrane Ca^2+^-ATPase PMCA4B (also known as ATP2B4), and mutations in *SNTA1* are associated with long QT syndrome 12 (Ueda et al., 2008). *Fxyd1* encodes a sarcolemmal protein (also known as phospholemman) that regulates the ion channels Na^+^,K^+^-ATPase and sodium-calcium exchanger NCX1 (also known as SLC8A1), and thus exerts effects on intracellular Ca^2+^ concentration. *Fxyd1-*deficient cardiomyocytes have increased Na^+^/Ca^2+^ exchange current (Zhang et al., 2006), which is associated with increased action potential (AP) duration. These studies suggest downregulation of *Snta1* and *Fxyd1* might lead to altered intracellular calcium levels ([Ca^2+^]_i_) in cardiomyocytes.

Accordingly, we measured spontaneous [Ca^2+^]_i_ transients in E11.5 atrial and ventricular myocytes from mutants and controls to ascertain whether myocardial deletion of *Kmt2d* leads to altered Ca^2+^ handling. In atrial myocytes, mutant [Ca^2+^]_i_ transient waveforms were similar to those of controls (Fig. 3D) and the mean duration, measured at the level delimited by 10% of the initial rise and 90% of the final decay, showed no significant differences between the genotypes (Fig. 3E). However, in the ventricular myocytes, mutant [Ca^2+^]_i_ transients exhibited prolonged waveforms (Fig. 3F), reflecting a prolonged AP duration (Fig. S4D). The mean duration was 819±137 ms (*n*=5) in mutants, approximately double that of controls (420±103 ms, *n*=8) (*P*<0.001, Fig. 3G), indicating a specific role for *Kmt2d* in regulating calcium handling in the ventricular myocardium. Because we performed RNA-Seq on whole hearts, we were not able to discern which dysregulated ventricular genes were primarily responsible for the electrophysiological abnormalities.

We conclude that *Kmt2d* regulates distinct subsets of genes in mesodermal precursors, AHF precursors and cardiomyocytes, but also generally controls the ion transport gene expression response. 

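The genes differentially expressed in all 3 lines included Srpk3, Eef1a2, Pcp4l1, Inpp5j, Klhdc8b, Myoz1, Ppp1r1a, Fitm1, Camk2a, Bcam, AL669846.1, Fam134b and Phlda1. In Mesp1Cre and Tnnt2::Cre AL669846.1, Fam134b and Phlda1 were higher in mutants and the others lower. In Mef2cAHF::Cre all of them changed the opposite way by the sample labels, so that 0 had 1 direction in all lines, and by the column names all had 1 direction. By the column names the 2 largest mean falls were in Eef1a2 (-3.11; ENSMUSG00000016349, chromosome 2 from 180882358 to 180891720) and Inpp5j (-2.25; ENSMUSG00000034570, chromosome 11 from 3394378 to 3404824). The largest mean rises were in AL669846.1 (0.89), Fam134b (0.74) and Phlda1 (0.71). Inpp5j changed by -2.30 in Mesp1Cre, 2.41 in Mef2cAHF::Cre by the labels and -2.04 in Tnnt2::Cre. Pcp4l1 in Mesp1Cre had 1 control far from the others, and Fitm1 and Bcam overlap exons of a gene on the opposite strand. Camk2a, which the paper names among ion transport genes, is in this group, while Fxyd1 passed the threshold in some lines only. The paper reasons from gene clusters that are mostly separate between the mutants, and from ion transport functions among the genes lower in each of them, to distinct sets of KMT2D-dependent genes in each cell population with a shared control of ion transport genes.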

Reduced ion transport gene expression is likely to lead to prolonged Ca^2+^ transient duration in mutant ventricular myocytes, which reflects prolonged AP duration that might predispose mutants to arrhythmias.

### Myocardial deletion of *Kmt2d* results in decreased H3K4me1 and H3K4me2 at enhancers and promoters

Since *Kmt2d* encodes an H3K4 methyltransferase, we sought to determine if myocardial deletion of *Kmt2d* leads to changes in H3K4 methylation levels. Western blot analysis did not show any decrease in the bulk levels of H3K4me1, H3K4me2 or H3K4me3 (Fig. S5A). To determine if there was a decrease in H3K4 methylation at specific genomic loci, we performed chromatin immunoprecipitation coupled with sequencing (ChIP-Seq) for H3K4me1, H3K4me2 and H3K4me3 on E11.5 control and mutant hearts (*n*=90 for each genotype). Hearts from each genotype were pooled to give three biological replicates, and we analyzed the data in conjunction with H3K27Ac ChIP-Seq data from wild-type E11.5 hearts (Nord et al., 2013). We then examined the enrichment of the histone methylation marks at the transcription start site (TSS) and non-TSS H3K27Ac-enriched sites, which marks active enhancers.

Average Metagene profile plots revealed a statistically significant decrease in H3K4me2 levels at the TSS and at non-TSS H3K27Ac-enriched sites in the *Tnnt2::Cre;Kmt2d ^fl/fl^* mutant (Fig. 4A, blue and red lines). However, there were no significant changes in the levels of H3K4me1 and H3K4me3 at the TSS. Similarly, at non-TSS H3K27Ac-enriched sites, there were no changes in H3K4me3 levels, although there was a modest decrease in H3K4me1 levels.

**Fig. 4.**
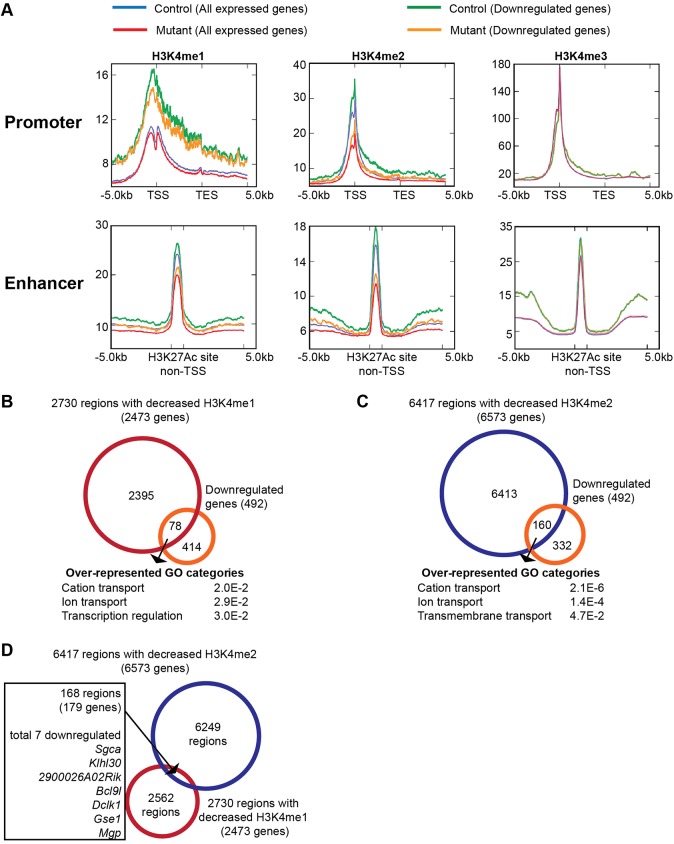
**Myocardial deletion of *Kmt2d* results in a decrease in average H3K4me1 and H3K4me2 levels at enhancers and promoters.** (A) Metagene profiles showing the average distribution of H3K4me1, H3K4me2 and H3K4me3 input-normalized tag density at promoters and enhancers in E11.5 control and *Tnnt2::Cre;Kmt2d ^fl/fl^* hearts. For all expressed genes and 492 downregulated genes analyzed, mutants show decreased H3K4me1 levels at enhancers, decreased H3K4me2 levels at promoters and enhancers, and no difference in H3K4me3 levels. (B) 2730 regions with decreased H3K4me1 levels (FDR<0.1) are assigned to 2473 genes by proximity using Stanford GREAT. GO categories of 78 downregulated genes with decreased H3K4me1 in mutant hearts are over-represented for ion transport genes. (C) 6417 regions with decreased H3K4me2 levels (FDR<0.1) are assigned to 6573 genes by proximity using GREAT. GO categories of 162 downregulated genes with decreased H3K4me2 are over-represented for ion transport genes. (D) Venn diagram representing the overlap of 2730 regions with decreased H3K4me1 with 6417 regions with decreased H3K4me2. Of the overlapping 168 regions mapped to 179 genes, only seven genes are downregulated in E11.5 *Tnnt2::Cre;Kmt2d ^fl/fl^* hearts. TSS, transcription start site; TES, transcription end site.

We further examined average profile plots for the 492 genes that were downregulated in the myocardial deletion mutants. 

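At an FDR below 0.05 the Tnnt2::Cre mutants had 37 downregulated genes and 13 upregulated genes, and 3 of the downregulated genes belonged to the list of ion channels and transporters. With the DESeq2 Wald test 198 genes were downregulated, and with all genes that had at least 1 count 73. The fits that each left out 1 replicate gave from 3 to 581, the highest without mutant replicate 1.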

We observed a marked decrease in mutant H3K4me2 at the TSS and non-TSS H3K27Ac-enriched sites, with less noticeable differences in H3K4me1 and H3K4me3 (Fig. 4A, green and orange lines). This is similar to the global pattern, although this subset of 492 genes has higher average levels of H3K4me1 and H3K4me2 at both the TSS and non-TSS H3K27Ac-enriched sites compared with the global average.

We called 358,833 total merged peaks across all replicates of H3K4me1, H3K4me2 and H3K4me3. From these regions, we identified 2730 (0.8%) with decreased H3K4me1 (FDR<0.1) and 6417 (1.8%) with decreased H3K4me2 (FDR<0.1, Table S3), mapping to 2473 and 6573 genes, respectively. This indicates that only a subset of genomic loci had decreased H3K4me1 and H3K4me2. Most of the regions with decreased H3K4me1 were located at distal regulatory elements (Fig. S5B), similar to the global H3K4me1 enrichment (Table S4). By contrast, 54.2% of decreased H3K4me2 region-gene associations were proximal to a TSS, whereas 45.8% were located distal to a TSS (Fig. S5C). This indicates an approximately equal distribution of regions with decreased H3K4me2 at proximal and distal regulatory elements, whereas the global H3K4me2 enrichment is mostly at distal regulatory elements (88.7%, Table S4).

Of 492 genes downregulated in myocardial deletion mutants, 78 (15.9%) had decreased H3K4me1 levels (Fig. 4B) and 162 (32.9%) had decreased H3K4me2 levels (Fig. 4C), with enrichment of ion transport-related genes in these subsets (*P*<0.05). Compared with all downregulated genes, this enrichment in ion transport function is greater than expected for downregulated genes with decreased H3K4me2 (*P=*0.025), but not decreased H3K4me1 (*P=*0.22) (Table S5). The majority of genes with decreased H3K4me1 (2395 genes, 96.8%) and decreased H3K4me2 (6413 genes, 97.6%) did not show changes in gene expression, suggesting that a decrease in H3K4me1 or H3K4me2 levels is not sufficient for a decrease in gene expression and might require crosstalk with other mechanisms regulating transcription. It is possible that decreased H3K4me1 and H3K4me2 levels may be due to indirect effects. However, we might also fail to detect many regions with decreased H3K4 methylation levels in cardiomyocytes by examining embryonic hearts with heterogeneous cell populations. 

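The authors' FPKM averaged at least 0.1 in the Tnnt2::Cre mutants or in the controls (n = 3 each) for 20078 genes. Every gene downregulated at an FDR below 0.05 was among these expressed genes, and made up 0.184% of them. The paper's rule names no mean, and an FPKM of at least 0.1 in any of the 6 libraries, another reading of it, held for 21702 genes, closer to the number the paper gives, while a mean of at least 1 held for 13576, the alternative that moved the count most. Leaving out 1 library at a time gave 19976 to 20243.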

Nonetheless, we find that, compared with all expressed genes with decreased H3K4 methylation, downregulated genes are significantly more likely to be associated with decreased H3K4me1 regions (*P*=0.025) and decreased H3K4me2 regions (*P*=0.054) (Table S6).

Interestingly, only 168 regions have reductions in both H3K4me1 and H3K4me2 levels, corresponding to 6.2% of regions with decreased H3K4me1 or 2.6% of regions with decreased H3K4me2 (Fig. 4D). 

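The genes of Fig. 4D were lower in the Tnnt2::Cre mutants than in controls (n = 3 each). Sgca (ENSMUSG00000001508, chromosome 11 from 94824105 to 94837641) fell from 9.27 ± 0.826 to 1.36 ± 0.328 CPM, a log2 fold change of -2.77 (SE 0.21, FDR 0.00211). Klhl30 (ENSMUSG00000026308, chromosome 1 from 93247593 to 93258983) fell from 24.3 ± 3.82 to 12.9 ± 1.43 CPM (-0.92, FDR 0.0576). The changes were -0.57 for 2900026A02Rik (FDR 0.114), -0.60 for Bcl9l (FDR 0.0998), -0.93 for Dclk1 (FDR 0.114) and -0.59 for Gse1 (FDR 0.241), which overlaps exons of Gins2 on the other strand. For each of these the mutant libraries did not overlap the controls, a separation that chance gives in 10.0% of genes. The paper called these genes downregulated on the same libraries, so that share does not hold for genes selected in this way. Mgp (ENSMUSG00000030218, chromosome 6 from 136820957 to 136824326) had 10.3 ± 5.00 CPM in mutants and 16 ± 4.29 in controls, with overlapping groups (-0.63, FDR 0.482).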

Of these 168 regions, only seven mapped to downregulated genes, suggesting that KMT2D has distinct roles in maintaining H3K4me1 and H3K4me2 levels at different genomic regions. No decrease in H3K4me1 and H3K4me3 levels was observed at the TSS of *E2f2* despite a substantial decrease in H3K4me2 levels (Fig. S5D), further illustrating that KMT2D is highly specific in regulating H3K4me1 and H3K4me2 levels at these genomic loci in the embryonic heart.

### KMT2D binds to genomic regions associated with cell cycle, hypoxia-reoxygenation and ion transport genes in cardiomyocytes

To determine if KMT2D localizes to genomic regions to directly maintain H3K4me2 levels, we performed ChIP-Exo for KMT2D. Since E11.5 hearts had limited cell numbers, we used cardiomyocytes derived from embryonic stem cells (ESCs) (Wamstad et al., 2012). To validate the use of ESC-derived cardiomyocytes, we compared H3K4me1 and H3K4me3 enrichment in E11.5 hearts, ESC-derived cardiomyocytes, and ESCs; this demonstrated strong correlations in H3K4 methylation profiles between E11.5 hearts and differentiated cardiomyocytes, distinct from the ESC profiles (Fig. S6A).

We identified 6747 genomic regions bound by KMT2D (Table S3), which mapped to 4880 genes. 23.1% of region-gene associations were located within 5 kb of the TSS, whereas 76.9% were located 5 to 100 kb from the TSS (Fig. 5A). Thus, most KMT2D binding localizes to distal regulatory regions.

**Fig. 5.**
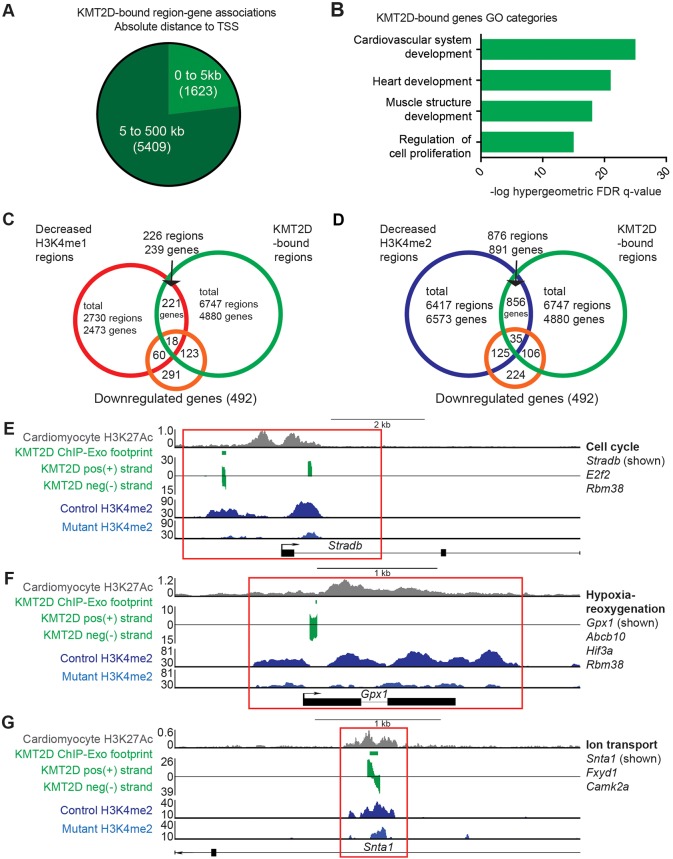
**KMT2D binds to promoter and enhancer regions of genes related to cell cycle, hypoxia-reoxygenation and ion transport.** (A) 6747 regions bound by KMT2D in *in vitro* cardiomyocytes are assigned to 4880 genes by proximity using Stanford GREAT. 1623 region-gene associations are within 5 kb of a TSS and 5409 region-gene associations are 5 to 100 kb of a TSS. (B) GO categories of KMT2D-bound genes are over-represented for heart development and cell proliferation. (C) Venn diagram showing that only a subset of 18 genes overlap between 492 downregulated genes in E11.5 *Tnnt2::Cre;Kmt2d^fl/fl^* hearts and regions bound by KMT2D with decreased H3K4me1 levels (FDR<0.1). (D) Venn diagram showing that only a subset of 35 genes overlap between 492 downregulated genes in E11.5 *Tnnt2::Cre;Kmt2d^fl/fl^* hearts and regions bound by KMT2D with decreased H3K4me2 levels (FDR<0.1). (E) Representative browser tracks of KMT2D ChIP-Exo positive strand, negative strand, and resulting footprint shows that KMT2D binds to the TSS of the cell cycle gene *Stradb* in cardiomyocytes, which corresponds to a region with decreased H3K4me2 (FDR<0.1) in mutant hearts (red box). (F) KMT2D binds to the TSS of the antioxidant enzyme gene *Gpx1* in cardiomyocytes, which corresponds to a region with decreased H3K4me2 (FDR<0.1) in mutant hearts (red box). (G) KMT2D binds to the intronic H3K27Ac-enriched enhancer of the ion transport gene *Snta1* in *in vitro* cardiomyocytes, which corresponds to a region with decreased H3K4me2 (FDR<0.1) in mutant hearts (red box). The H3K27Ac browser track *y*-axis corresponds to reads per million; for the other tracks the *y*-axis corresponds to input-normalized tag density.

We examined KMT2D-bound regions and found that GO categories such as heart development and cell proliferation were over-represented (Fig. 5B). Motif analysis of the KMT2D-bound regions revealed enrichment of motifs matching transcription factors with crucial functions in cardiac development (Fig. S6B), including HIF1A, MYC, SP3, TEAD1 and SRF (Iyer et al., 1998; Moens et al., 1993; van Loo et al., 2007; He et al., 2011; Parlakian et al., 2004). This suggests that the KMT2D methyltransferase complex may be recruited by these transcription factors. We further examined these KMT2D-bound regions for changes in H3K4 methylation in E11.5 hearts; although this comparison is not ideal owing to the different cellular origins and the heterogeneity of the E11.5 heart, the comparison yielded significant results. Similar to the trend observed in all expressed genes, we observed a greater decrease in H3K4me2 levels than H3K4me1 levels, and no change in H3K4me3 levels (Fig. S6C), suggesting that KMT2D is required at specific genomic loci to maintain H3K4me1 and H3K4me2 levels.

Finally, we investigated which KMT2D direct targets require KMT2D to maintain H3K4me2 levels and gene expression. We found that a small percentage of KMT2D-bound regions (3.4%, 226 regions corresponding to 239 genes) exhibited decreased H3K4me1 levels in E11.5 myocardial deletion mutant hearts, and a subset of 18 genes showed a concomitant decrease in gene expression (Fig. 5C; Table S7). There were no enriched functions for this subset of 18 genes. Since E11.5 hearts have a heterogeneous cell population including non-myocytes, the overlap between KMT2D-bound genes and genes with decreased H3K4 methylation levels might be under-represented. We have further examined KMT2D-bound regions with decreased H3K4me2 (13%, 876 regions corresponding to 891 genes) and found greater overlap with downregulated genes (35 genes, Fig. 5D; Table S7).

In this subset of 35 genes, which represents KMT2D direct targets in cardiomyocytes that require KMT2D for normal H3K4me2 levels and gene expression in E11.5 hearts, we identified genes related to cell cycle, hypoxia-reoxygenation and ion transport. This includes *Stradb* (Fig. 5E), which encodes a pseudokinase implicated in G1 phase cell cycle arrest (Boudeau et al., 2006), and *Gpx1* (Fig. 5F), which encodes an antioxidant enzyme that protects cardiac mitochondria against reoxygenation-induced ROS (Thu et al., 2010). 

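Stradb (ENSMUSG00000026027, chromosome 1 from 59030366 to 59052559) had 16.8 ± 5.85 CPM in Tnnt2::Cre mutants and 26.5 ± 4.27 in controls (SD, n = 3 each), a log2 fold change of -0.65 (SE 0.23, FDR 0.331), with no overlap between the groups. Gpx1 (ENSMUSG00000063856, chromosome 9 from 108241605 to 108242669) had 472 ± 344 and 843 ± 208 CPM, -0.84 on the log2 scale (SE 0.44, FDR 0.497), and the groups overlapped. E2f2, Rbm38 and Abcb10 fell by 0.84, 0.63 and 0.86 (FDR 0.558, 0.389 and 0.468), also with overlap, and Rbm38 overlaps exons of genes on the other strand. Stradb, Gpx1, E2f2, Rbm38 and Abcb10 passed the threshold without mutant replicate 1, and the sign of E2f2 turned positive with erythroid content as a covariate. Hif3a (ENSMUSG00000004328, chromosome 7 from 17616856 to 17647776) fell from 147 ± 9.52 to 72.4 ± 8.90 CPM (-1.02, SE 0.11, FDR 0.0113). Abcb10, E2f2, Rbm38 and Gpx1 followed the erythroid gene list across the 20 libraries, with group means taken out of both (Pearson's r 0.944 and Spearman's rho 0.965, p = 1e-05 each by permutation within groups, two-sided, the smallest 100000 permutations can give, and 8e-05 adjusted over 8 relations). Without the 2 libraries farthest in erythroid content r was 0.925. Within lines, two-sided as well, r was 0.898 in Mesp1Cre (n = 8, exact p = 0.00174, adjusted 0.00694), 0.999 in Mef2cAHF::Cre (n = 6, exact p = 0.0556, adjusted 0.0889) and 0.995 in Tnnt2::Cre (n = 6, exact p = 0.0278, adjusted 0.0695), the smallest p in Mesp1Cre and Tnnt2::Cre that these permutations allow. In Mesp1Cre, control replicate 4 lay far from the other controls for E2f2 and Abcb10.

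**Figure D4:**
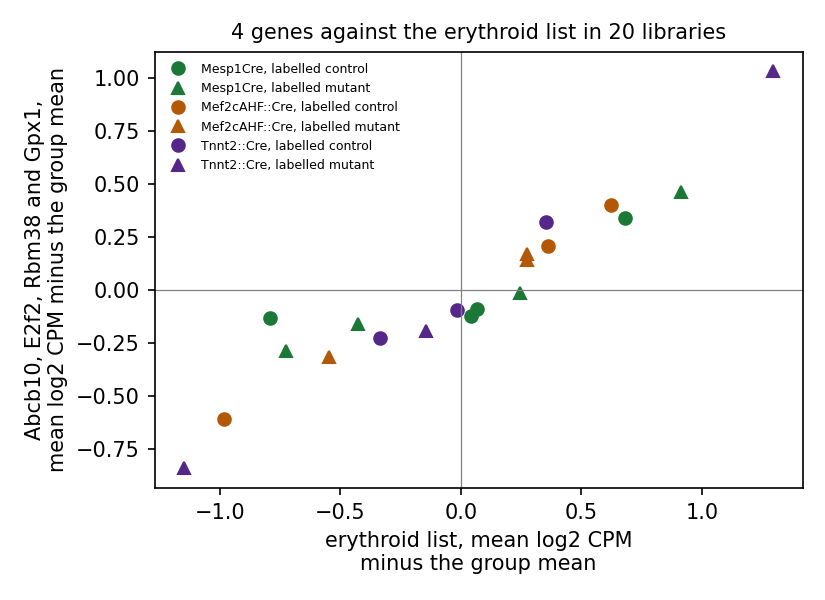
Mean log2 CPM of Abcb10, E2f2, Rbm38 and Gpx1 against mean log2 CPM of the erythroid gene list in the 20 libraries, with the mean of each group of line and genotype taken out, coloured by Cre line. The points rise along a line, with an r of 0.944.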

The subset also included the ion transport genes *Snta1* and *Fxyd1* (Fig. 5G), which suggests that the electrophysiological defects observed in *Kmt2d*-deficient cardiomyocytes might be due to direct KMT2D regulation of ion transport gene expression via H3K4 di-methylation.

## DISCUSSION

We identified an essential role for KMT2D as a regulator of heart development. Our work demonstrates that *Kmt2d* is required in cardiac precursors and cardiomyocytes during cardiogenesis, with distinct phenotypes and dysregulated genes that suggest *Kmt2d* plays specific roles in each cardiac population. In the absence of *Kmt2d*, ion transport genes are downregulated in embryonic hearts, with a corresponding cellular phenotype with altered calcium handling. We further show that KMT2D is required for H3K4 mono- and di-methylation at promoters and enhancers of a subset of genes. In particular, we identified the requirement for KMT2D for H3K4 di-methylation at several genes related to ion transport, hypoxia-reoxygenation and cell cycle. Taken together, our findings suggest that KMT2D acts primarily as an H3K4 di-methyltransferase to regulate a specific cardiac transcriptional program for ion homeostasis and heart development (Fig. 6).

**Fig. 6.**
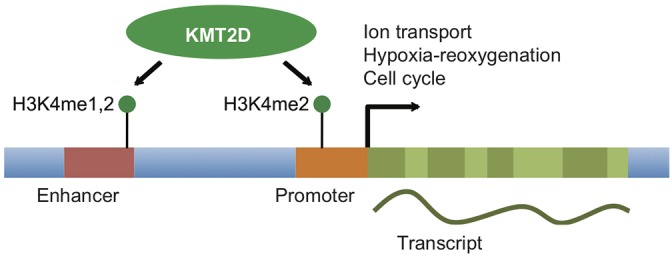
**KMT2D is required for H3K4 di-methylation (and mono-methylation) to maintain specific gene expression programs in heart development.** Diagrammatic representation of a protein-coding gene, including promoter and enhancer, acted upon by KMT2D to deposit the histone modifications H3K4me1 and H3K4me3.

### KMT2D is required for H3K4 mono- and di-methylation at enhancers and promoters

Most studies have focused on the association of H3K4me1 with enhancers and H3K4me3 with promoters of actively transcribed genes, but less is understood about the dynamics of H3K4me2 distribution and its contribution to gene expression (Ruthenburg et al., 2007; Shilatifard, 2012). Previous work identified H3K4me2 enrichment at enhancers, defining lineage-specific recruitment sites on chromatin (Lupien et al., 2008; Ong and Corces, 2011). H3K4me2 is also enriched in genomic regions surrounding the TSS of tissue-specific genes, with dynamic distribution during cell differentiation and development, suggesting that H3K4me2 enrichment at promoter regions plays a key role in regulating tissue-specific gene expression (Pekowska et al., 2010; Zhang et al., 2012; Popova et al., 2012).

Studies in mammalian cells have uncovered the role of KMT2D as an H3K4 mono- and di-methyltransferase at enhancer or promoter regions (Hu et al., 2013; Guo et al., 2013; Lee et al., 2013; Kaikkonen et al., 2013; Ortega-Molina et al., 2015; Zhang et al., 2015). In agreement with these studies, we identified KMT2D-bound regions at both promoters and enhancers of cardiac genes. In the absence of *Kmt2d*, we observe that a subset of these genes is downregulated, with a corresponding decrease in H3K4me2 levels at enhancers or promoters and gene bodies at KMT2D-bound regions. We also observe a decrease in H3K4me1 levels at a smaller subset of enhancer regions, which are distinct from regions with decreased H3K4me2 levels. Our results suggest that KMT2D is an H3K4 mono- and di-methyltransferase required both at enhancers and promoters for active gene expression, with a specific role for KMT2D as an H3K4 di-methyltransferase at promoters. It will be important in future studies to gain a better understanding of the significance of specific H3K4 di-methylation distribution at promoters or enhancers for transcription activation.

Although we observed several thousand genomic regions with decreased H3K4me2 or H3K4me1, only a small subset of genes within these groups was downregulated. This suggests that not all genes are sensitive to a loss in H3K4me1 or H3K4me2 levels. There might be a temporal delay in H3K4me1- or H3K4me2-dependent gene expression, or some genes are downregulated at a later developmental stage. Alternately, changes in H3K4me1 or H3K4me2 levels alone might not effect a direct change in gene expression. Further studies of genetic interactions between *Kmt2d* and other histone modifiers might provide additional insight into histone crosstalk and the epigenetic regulation of gene expression.

### KMT2D regulates cardiac gene expression related to ion transport, hypoxia-reoxygenation and the cell cycle

We found that myocardial deletion of *Kmt2d* leads to changes in ion transport gene expression and altered calcium handling in ventricular myocytes, indicating a role for KMT2D in regulating ion homeostasis. A similar observation has been made for adult cardiomyocyte deletion of *Paxip1*, which encodes a KMT2D complex-specific subunit, leading to changes in ion channel gene expression and arrhythmias (Stein et al., 2011). Furthermore, a child with severe Kabuki syndrome was reported to have bradycardia and asystole (Shah et al., 2005). These data suggest that the KMT2D complex has an important role in regulating cardiac electrophysiology.

Functional ion channel activity is crucial in the embryonic heart, particularly during mid-gestation. In rats treated during gestation, teratogenic doses of potassium channel blockers increased embryonic death associated with a significantly increased incidence of cardiac defects, particularly ventricular septal defects and great vessel abnormalities, similar to what we observed in *Kmt2d* mutants (Webster et al., 1996; Abela et al., 2010). The channel-blocking drugs induce cardiac arrhythmia and heart failure in the embryos, leading to chronic hypoxia-reoxygenation damage, thus adversely affecting cardiogenesis and resulting in cardiac malformations (Wellfelt et al., 1999; Danielsson et al., 2001, 2007; Sköld et al., 2001). Our results are consistent with this observation, as *Kmt2d* mutants exhibit downregulation of ion transport genes and concomitant upregulation of hypoxia response genes. This suggests that disruption of ion channel activity due to *Kmt2d* deletion could contribute to the cardiac defects observed in mutants.

We also identified potential KMT2D target genes that might protect the heart from hypoxia-reoxygenation damage. GPX1 and ABCB10 protect cardiac mitochondria against hypoxia-reoxygenation-induced oxidative stress, whereas HIF3A and RBM38 are negative regulators of HIF1A (Thu et al., 2010; Bayeva et al., 2013; Forristal et al., 2010; Cho et al., 2015). Cardiac mitochondria respond to hypoxia by increasing the generation of ROS, subjecting the heart to oxidative stress (Duranteau et al., 1998). This suggests that decreased expression of these genes could exacerbate hypoxia-reoxygenation injury in mutant hearts. *Stradb*, *E2f2* and *Rbm38* are important for cell cycle decisions between G0/G1 and S phase (Boudeau et al., 2006; Infante et al., 2008; Miyamoto et al., 2009), suggesting that the cell cycle defects that we observed in myocardial deletion mutants could be due to dysregulation of these genes.

It is likely that the mutant cardiac phenotypes are the combined result of multiple dysregulated KMT2D target genes. To better understand how KMT2D regulates heart development, it will be important to examine how KMT2D target genes interact during cardiogenesis and to determine the cardiac transcription factors that recruit the KMT2D complex for cell type-specific gene expression. Although Kabuki syndrome is a haploinsufficient, multi-organ syndrome in humans, our studies in cardiac-specific knockouts shed light on the primary nature of cardiac defects in the absence of KMT2D and uncover possible etiologies for CHDs in Kabuki syndrome patients.

In conclusion, we have discovered important and novel roles for *Kmt2d* in H3K4 mono- and di-methylation during heart development. Our work adds to the understanding of the transcriptional regulation of cardiac gene expression during heart development and highlights the contribution of histone modifiers. In future work, it will be important to understand how the distribution and dynamics of H3K4 mono- and di-methylation might interact with other transcriptional signals to drive transcription activation. It will also be important to establish whether KMT2D regulates ion homeostasis in other organ systems, and thus identify potential therapies for the multiple congenital anomalies observed in Kabuki syndrome.

## MATERIALS AND METHODS

### Mice

*Kmt2d^fl/fl^* [referred to as *Mll4^f/f^* in Lee et al. (2013)], *ACTB::Cre* (Lewandoski et al., 1997), *Mesp1^Cre^* (Saga et al., 1999), *Mef2cAHF::Cre* (Verzi et al., 2005), *Rosa^mTmG^* (Muzumdar et al., 2007), *Tnnt2::Cre* (Jiao et al., 2003) and *Tie2::Cre* (Kisanuki et al., 2001) mice have been described previously. These mice were backcrossed for at least five generations to a C57BL/6 background. Animals were treated in accordance with the guidelines of the University of California, San Francisco (UCSF) Institutional Animal Care and Use Committee (IACUC). Conceptuses were generated from timed matings and detection of the vaginal plug was considered as E0.5.

### Echocardiography

Echocardiograms to assess systolic function were performed using the Vevo 770 High-Resolution Micro-Imaging System (VisualSonics). M-mode and two-dimensional measurements were made as described previously (Li et al., 2012). The measurements were made from five *Kmt2d*^Δ*/+*^ heterozygous mutants (*n*=5) and six wild-type control littermates (*n*=6).

### Immunofluorescence and western blotting

Embryonic trunk regions were dissected out and fixed in 4% paraformaldehyde for 30 min, followed by serial incubations in 10%, 20% and 30% sucrose, then frozen in Tissue-Tek OCT Compound (Sakura Finetek). Cryosections (8 μm) were mounted on glass slides, dried for 20 min at room temperature, washed with PBS containing 0.1% Tween-20 (PBST) and incubated in blocking buffer (0.1 M Tris HCl pH 7.5, 0.15 M NaCl, 0.5% blocking reagent; PerkinElmer) for 1 h. Samples were incubated with primary antibodies at 4°C overnight in blocking buffer, washed with PBST and incubated with secondary antibodies for 1 h. Slides were then washed, stained with 1 μg/μl DAPI and mounted in Prolong Gold Antifade (Life Technologies). Whole-mount immunostaining of E12.5 hearts is described in the supplementary Materials and Methods. Western blotting was performed using standard techniques. Antibodies are listed in Table S8.

### Cell cycle analysis

200 μl 5 mg/ml 5-ethnyl-2′-deoxyuridine (EdU) in PBS was injected per 8-week-old female mouse. After 2 h, E12.5 whole hearts were dissected and dissociated into single cells by treatment with TrypLE Express (Life Technologies) for 3 min at 37°C. Dissociated single cells were fixed and EdU detection was performed using the Click-iT Pacific Blue Flow Cytometry Assay Kit (Life Technologies). Cells were stained with 7-aminoactinomycin D (7-AAD; Life Technologies) for 30 min and analyzed on an LSR II flow cytometer (BD Biosciences). Data were analyzed using FlowJo software.

### RNA isolation and quantitative PCR

Total RNA was isolated from embryonic hearts using the RNAqueous Micro Total RNA Isolation Kit (Ambion/Life Technologies). cDNA was generated using the High Capacity cDNA Reverse Transcriptase Kit (Applied Biosystems/Life Technologies) and qRT-PCR reactions were performed in triplicate using the Power SYBR Green Master Mix (Applied Biosystems) and run on a 7900HT Real-Time PCR system (Applied Biosystems). Relative abundance of mRNAs was calculated by normalization to *Actb* mRNA levels. Quantitative PCR data in all figures are presented as mean±s.d. Primer sequences are listed in Table S9.

### RNA-Seq analysis

Whole-genome gene expression analysis was performed on RNA isolated from control and mutant embryonic hearts. Libraries were prepared using Illumina TruSeq Paired-End Cluster Kit v3, and sequenced with the Illumina HiSeq 2500 system for pair-ended 100 bp reads. Reads were aligned to the reference assembly NCBI37/mm9 (mouse) and assigned to genes using FeatureCounts (Liao et al., 2014). Differential expression was calculated using USeq (Nix et al., 2008). Differentially expressed genes were filtered with thresholds of FDR<0.05, clustered using Cluster 3.0 and visualized with Treeview (Eisen et al., 1998). GO analysis was conducted using DAVID (Huang et al., 2009). RNA-Seq datasets were analyzed and functional analyses were generated through the use of IPA (Qiagen, www.qiagen.com/ingenuity). GSEA was performed as described (Subramanian et al., 2005). RNA-Seq data have been deposited at GEO under accession numbers GSE74679 and GSE75151.

### Calcium transients and electrophysiology

Cardiomyocytes isolated from E11.5 embryos were plated onto laminin-coated coverslips (#1, Warner Instruments). Briefly, beating myocytes were loaded with Fluo-4 (Thermo Fisher) for 20 min and then de-esterified for 20 min. Ca^2+^-sensitive fluorescence signals were recorded using a filter set centered at 480 nm excitation and 535 nm emission (#49011, Chroma Technology), then low-pass filtered at 2 kHz and digitized at 5 kHz for 30 s per data file. Mean background emission was subtracted and changes in fluorescence amplitudes were expressed relative to the mean diastolic level attained between spontaneous beats (i.e. F/F_o_). In a small number of additional experiments, Fluo-4-loaded cells were subjected to amphotericin B-perforated patch clamp (Spencer et al., 2014). Detailed methods are provided in the supplementary Materials and Methods.

### Chromatin immunoprecipitation (ChIP)

Ninety E11.5 *Tnnt2::Cre;Kmt2d^fl/fl^* hearts and 90 *Tnnt2::Cre;Kmt2d^fl/+^* control hearts were crosslinked with 1% formaldehyde, quenched with 125 mM glycine, washed in PBS, resuspended in lysis buffer and sonicated using a Bioruptor Standard (Diagenode). ChIP of histone modifications (ChIP-Seq) was performed according to Alexander et al. (2015) with minor modifications. For each antibody (H3K4me1, H3K4me2 and H3K4me3; Table S8) 3 μg were added to three control samples and three mutant samples (three biological replicates per genotype per antibody).

For each ChIP-Exo replicate, 5×10^7^ cardiac myocytes were derived from E14 mouse ESCs via directed differentiation as previously described (Wamstad et al., 2012). Samples were incubated with 2 mM disuccinimidyl glutarate for 45 min before the crosslinking step. ChIP-Exo was performed as previously described (Serandour et al., 2013; Alexander et al., 2015) using 8 μg anti-KMT2D antibody (Lee et al., 2013). DNA libraries were gel purified and sequenced on an Illumina HiSeq 4000 to generate 50 bp single-end reads with >100 million reads per sample. The ChIP-Seq and ChIP-Exo analysis pipeline is provided in the supplementary Materials and Methods. RNA-Seq data have been deposited at Gene Expression Omnibus (GEO) under accession number GSE74679. ChIP-Seq and ChIP-Exo data have been deposited at GEO under accession number GSE75151.

### Statistical analyses

Data are reported as mean±s.d. and calculated using GraphPad Prism 6 software. Student's *t*-test (unpaired, two-tailed) was used when comparing mutant and control groups, with *P*<0.05 considered significant. Hypergeometric tests were performed to determine whether genes with decreased expression were more likely to be correlated with genes with decreased H3K4 methylation. The expressed gene set contained any gene with FPKM≥0.1 in either the control or *Tnnt2::Cre;Kmt2d^fl/fl^* mutants (21,664 genes).

How the deposited data were processed for this re-analysis (not part of the article)

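The data are 20 RNA-seq libraries of embryonic mouse heart from 3 Cre lines that delete floxed Kmt2d: 4 mutants and 4 controls for Mesp1Cre, 3 libraries labelled mutant and 3 labelled control for Mef2cAHF::Cre, and 3 mutants and 3 controls for Tnnt2::Cre. By the paper's methods the reads were aligned to mm9 and assigned to genes with featureCounts. The authors deposited for each gene and library a count that was not normalized. The name given to these values credits counts and FPKM alike to USeq, so which tool made the counts is open. The FPKM that the authors deposited beside each count was computed with USeq from those reads, the gene length and the library total. The 40 columns of counts and FPKM were used, and the 20 columns of variance-stabilised values and the ChIP data were not analysed here. The methods searched, those of the paper and of the sample labels, name no aligner and do not say whether the counting used strand. Genes that overlap another gene on either strand are therefore given as uncertain. The paper and the labels also differ on the library kit and on the sequencing instrument.

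Samples were grouped by the titles and genotypes of their labels. For Mef2cAHF::Cre these disagree with the names of the columns in the table, which call each library by the opposite genotype. The titles were followed, the groups are called the libraries labelled mutant and labelled control, and the column names would reverse every sign given for this line. For Mesp1Cre the labels and the paper give E9 and the protocol text E11.5. Sex was read from 4 Y-linked genes, with at least 10 CPM taken as male, which gave 10 male libraries: 4 mutants and 2 controls for Mesp1Cre, 0 labelled mutant and 1 labelled control for Mef2cAHF::Cre, and 1 mutant and 2 controls for Tnnt2::Cre. Replicate numbers in the labels are shared between mutants and controls of a line, which is where the pairing of the replicate block comes from, but same-numbered libraries are different embryos. In Mesp1Cre same-numbered libraries also share a litter code.

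Counts were fitted with edgeR 4.0.16 in R 4.3.3, each line by itself and without covariates. Genes were kept by filterByExpr, libraries scaled by TMM, dispersions estimated with estimateDisp, and mutants compared with controls by the quasi-likelihood F test. p was adjusted over the genes tested by the Benjamini-Hochberg method, with 0.05 as the threshold. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are after TMM, and log2 CPM for gene lists used a prior count of 2. The change in 1 line was tested against the change in another as an interaction in 1 edgeR fit of 6 groups. Expressed genes in Tnnt2::Cre are those with a mean FPKM of at least 0.1 in either genotype. The paper gives this threshold without naming a mean, and a value of at least 0.1 in any library was an alternative. In place of GO, IPA and GSEA annotation, which were not used here, 12 gene lists compiled by hand were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and p was adjusted over 36 tests. The erythroid content of a library is the mean log2 CPM of the erythroid list.

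The text names every gene that the paper gives an expression result for, and the targeted gene. In each line it also names the 3 largest rises and 3 largest falls among genes past the threshold with an average log2 CPM of at least 1 and no overlap between the groups, and the 3 largest mean rises and falls among genes past the threshold in 1 direction in all lines. By the sample labels the last part of this rule gives 0 genes, and the genes named for it are those by the column names. The remaining genes past the threshold in all lines are also named, a choice made after their values were seen. Some genes that fall under these rules are not reported here. The comparisons, tests, gene lists, rule for named genes and alternatives were chosen before the data were examined, apart from 3 alternatives and from the tests of explanations that are named, where they are given, as chosen after the result was seen. The 3 alternatives are mitochondrial genes taken out before normalization, sex as a covariate, and the Mef2cAHF::Cre genotypes by the column names.

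The alternatives were DESeq2 size factors in edgeR, the Wald test of DESeq2 1.42.0 with its independent filtering, all genes with at least 1 count, genes with at least 10 counts in every library, the 6-group fit, the replicate block, limma-trend on log2(FPKM + 0.1) and log2(FPKM + 1), a fold change of at least 1.5, every library thinned at random to 21727258 counts, the smallest total, the hemoglobin, Xist and Y-linked genes left out, erythroid content as a covariate, and each replicate left out in turn. For Mesp1Cre, the litter code as a block and 3 libraries against 3 were added to these. In the table 0 genes go by the symbol Xist. Gene lists were also tested with the correlation estimated from the data, with limma's fry, without the genes the paper names, and, for ion channels and transporters, without members of the erythroid list.

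The edgeR fits were tested on simulated data with the means and library totals of the real libraries and 200 changed genes. Of these, 67.5% were recovered among 15572 genes with 8 libraries as in Mesp1Cre, 82% among 16621 genes as in Mef2cAHF::Cre and 73% among 16794 genes as in Tnnt2::Cre, with 9, 12 and 15 false calls and 0 changes called in the wrong direction. The interaction test recovered 52.5% of 200 genes among 18097, with 2 false calls. Every simulated change was at least 2-fold, whereas the median log2 fold change called in Mesp1Cre was 0.63. The libraries of a gene were drawn with the same dispersion, and none was set apart from its group. In the real Tnnt2::Cre libraries the count went from 50 to 896 without mutant replicate 1. These shares therefore do not give the recovery of smaller changes, or the recovery with such a library. Library totals ran from 21727258 to 45341870 counts, and at the smallest of them the 3 counts taken as the floor for a fold change are a lower limit on what a library can show.

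Correlations with erythroid content were computed over libraries with group means taken out, and their two-sided p comes from permutation within groups, all permutations for single lines and 100000 for the 20 libraries. Shares of counts in 1 library have 95% Wilson intervals. Exon overlaps were found with bedtools v2.31.1, and copied bases with BLAST 2.17.0+ as matches of at least 98% identity over at least 100 bases elsewhere in the genome. Other splits of the libraries into groups of the same sizes were refitted in full for single lines, and for results over several lines 100 or 40 draws were made with seed 20. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.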

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

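Of the tests in this part, those of exchanged labels and of an opposite response in Mef2cAHF::Cre, and that of sex and the mitochondrial share, were chosen only after the result was seen.

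Within the Mesp1Cre groups of 4 libraries, 102 values were examined for a library far from the others, one whose gap to its nearest neighbour, as a share of the range of the group, is above Dixon's 95% critical value. Such a library was present in 9 of them, where about 5.1 come by chance. In mutants this was Prrx2 (0.867, replicate 3). In controls they were the total counts (0.984, replicate 1), the mitochondrial share (0.833, replicate 4), Nkx2-5 (0.881, replicate 2), 4432412L15Rik (0.972, replicate 3), and, all in replicate 4, E2f2 (0.890), Abcb10 (0.866), Lyz2 (0.839) and Pcp4l1 (0.853). Control replicate 4 has the highest mean of the erythroid list among the controls, and Abcb10, E2f2, Rbm38 and Gpx1 follow that list across the libraries (r 0.944), so erythroid content is a candidate explanation for E2f2 and Abcb10 there. The total of control replicate 1 is a matter of depth, which normalization takes out of CPM. For the other values no technical or biological explanation was tested.

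The interaction test gave 559 genes whose change differs between Mesp1Cre and Tnnt2::Cre, 586 between Mef2cAHF::Cre and Tnnt2::Cre and 2076 between Mesp1Cre and Mef2cAHF::Cre, the last 2 counts by the sample labels. With genotypes split at random within the lines, 3 of 40 draws, the real genotypes included, gave as many genes for the first pair, 1 of 40 for the second and 1 of 40 for the third. The other draws that reached 559 for the first pair both kept the real split of 1 line, and draws that kept no real split gave at most 3, 1 and 3 genes. A share of 3 in 40 leaves the first count not told apart from a random split of 1 line. For the pairs with Mef2cAHF::Cre, exchanged labels are a candidate explanation of most of the differences: 94.3% of the genes past the threshold in Mesp1Cre and Mef2cAHF::Cre change in opposite directions by the labels, and by the column names the counts are 0 (472 at an unadjusted p below 0.05) and 299. An opposite response to the deletion would give the same numbers, but would leave Kmt2d lower in the libraries labelled mutant, where it is higher by 0.32 (edgeR FDR 0.0359), a value past the threshold in 1 of the 6 fits that each left out 1 replicate. The joint fit also shares the dispersion of a gene between lines that differ in spread, so these counts may be too high or too low. The lines also differ in stage, tissue and sequencing group, which were not separated from the Cre line.

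Among named genes, the change in Mesp1Cre minus that in Tnnt2::Cre was 0.81 for Eid1 (edgeR interaction, FDR 0.0214), -5.11 for Ccl7 (FDR 0.0146), 1.70 for Sgca (FDR 0.0461), 4.27 for Kcne3 (FDR 0.0363), 4.98 for Ppbp (FDR 0.0202), -2.32 for 4432412L15Rik (FDR 0.0430), -2.68 for Lyz2 (FDR 0.00225), 3.18 for Rgs5 (FDR 0.0142) and 4.26 for Penk (FDR 0.0230). Kcne3, Ppbp, 4432412L15Rik, Lyz2, Rgs5 and Penk were named for a large change in 1 line, which favours a difference. Minus the change in Mef2cAHF::Cre by the labels it was 1.15 for Eid1, -2.01 for Camk2a, -4.80 for Sgca, 7.32 for AC129015.1, -3.64 for Lyz2 and -3.22 for Fitm1. By the column names these differences were 0.97 (FDR 0.0146), 0.75 (FDR 0.0456), 2.64 (FDR 0.0130), 5.28 (FDR 0.0393), -2.48 (FDR 0.00595) and 1.44 (FDR 0.0393), so these genes pass by both readings, but Camk2a, Sgca and Fitm1 with opposite signs. AC129015.1 had at most 3 reads in any Mesp1Cre control. Eid1 is a pseudogene copy that overlaps another Eid1 gene. Stage, tissue and sequencing group were not separated from the line for these genes either, and no biological explanation was tested.

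Mitochondrial genes took 22.95% ± 0.622 of the counts in Mesp1Cre controls and 14.3% ± 1.02 in mutants (SD, n = 4 each, two-sided exact permutation p = 0.0286, the smallest that 70 groupings can give), a signal the paper does not discuss. Ribosomal RNA of the mitochondria carried through library preparation would move the ribosomal genes and leave the coding genes. The ribosomal genes fell by 1.10 and by 0.77 on the log2 scale, and the median of 13 coding genes was -0.73, with 9 lower, 7 of them past the threshold, and 2 past it in the higher direction. Most of the share was ribosomal: 20.8% of counts in controls and 12.8% in mutants, beside 2.12% and 1.52% for coding genes. The coding genes therefore leave open how much of the ribosomal fall came from carry-through. The count of differentially expressed genes was 1790 with the mitochondrial genes taken out before normalization, of which 1781 were among the 1821. In the other lines the share was 30.3% ± 0.314 in the libraries labelled mutant and 26.7% ± 1.72 in those labelled control for Mef2cAHF::Cre (two-sided exact permutation p = 0.1) and 22.9% ± 1.09 and 22.4% ± 2.79 for Tnnt2::Cre (two-sided exact permutation p = 0.8). Sex as the source would put the male Mesp1Cre controls below the female ones by more than 0.5 of the difference between genotypes. Their shares differed by -0.70 percentage points, and those of mutants and controls by -8.61, so sex does not account for it. RNA quality was not tested against this share, so it is not called biological.

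AC150274.1 had 31.1 CPM in the Mef2cAHF::Cre libraries labelled mutant and is outside the genes the paper discusses. A strain variant is a candidate explanation: between libraries of 1 genotype it differed up to 70.5-fold and 62.1-fold in Mesp1Cre mutants and controls and 63.3-fold and 38.3-fold in Tnnt2::Cre mutants and controls. Near-identical copies hold 93.7% of its exonic bases, so its reads have several sources, and no biological explanation was tested.

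Among gene lists not given with the paper's sentences on each line, camera at an inter-gene correlation of 0.01 gave these values past the threshold. The paper does discuss matters near some of them: G2/M phase in Tnnt2::Cre by cell sorting, and anemia and muscle contractility among functions shared by the mutants. In Mesp1Cre they were -1.05 for erythroid genes (FDR 1.46e-05, 4 of 32 genes higher), -0.14 for G2/M genes (FDR 0.0043, 8 of 30) and 0.25 for endothelial genes (FDR 7.78e-04, 16 of 20). For Mef2cAHF::Cre, by the labels and with opposite signs by the column names, they were 0.99 for erythroid genes (FDR 7.69e-09, 30 of 32 genes higher), 0.20 for cardiomyocyte genes (FDR 7.95e-05, 23 of 30) and -0.58 for macrophage genes (FDR 5.61e-05, 1 of 14). The Tnnt2::Cre values were -0.19 for G2/M genes (FDR 5.61e-05, 0 of 30 genes higher and 1 at an unadjusted p below 0.05), 0.47 for macrophage genes (FDR 0.00969, 12 of 14) and 0.39 for early-response genes (FDR 0.0022, 14 of 19). These 9 signs stayed the same with DESeq2 size factors and on log2(FPKM + 0.1) and log2(FPKM + 1). With the correlation estimated from the data 0 of the 36 tests passed, and 2 had an unadjusted p below 0.05. Of the splits that part every same-numbered pair, 5 of 8 in Mesp1Cre, 3 of 4 in Mef2cAHF::Cre and 2 of 4 in Tnnt2::Cre gave as many lists past the threshold within the line, the real split included, so the number of lists cannot be told apart from that under other splits. The values of single lists were not compared between splits. Over all splits the shares were 10 of 35, 7 of 10 and 5 of 10. Whether these lists follow the share of a cell type in the tissue taken was not tested.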

How the results depend on the processing

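Tests of single explanations are in the other parts, and here the sex covariate, the removal of mitochondrial genes and the Mef2cAHF::Cre genotypes by the column names were chosen only after the result was seen.

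For Mesp1Cre, 1821 genes became 3593 in the 6-group fit (1767 of the 1821 among them), 1013 with a fold change of at least 1.5, 524 with erythroid content as a covariate (509 shared), a median of 838.5 over 16 fits of 3 libraries against 3 (632 to 1755) and 899 with the sex covariate (849 shared). The litter block gave 1482. For Mef2cAHF::Cre, 482 became 1078 with the DESeq2 Wald test (481 shared), 1311 with all genes (482 shared), 129 in the 6-group fit (127 shared), 291 and 253 on log2(FPKM + 0.1) and log2(FPKM + 1), and 280 with the erythroid covariate (186 shared). For Tnnt2::Cre, 50 became 366 with DESeq2 (50 shared), 120 with all genes (50 shared), 82 in the 6-group fit (33 shared), 22 and 19 on the FPKM values, 119 with the erythroid covariate (46 shared) and 17 with the sex covariate (17 shared). Its 37 downregulated genes became 198 with DESeq2, 73 with all genes, 15 and 13 on the FPKM values 100 with the erythroid covariate and 15 with the sex covariate. The 14 genes in all lines became 97 with DESeq2, 40 with all genes, 31 in the 6-group fit and 7 and 5 on the FPKM values. The other alternatives for all libraries, the blocks apart, left each of these counts within 1.5 times. The cause of these changes was not tested, apart from sex and mitochondrial genes.

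Across the fits that each left out 1 replicate, counts ran from 1052 to 2161 in Mesp1Cre, 75 to 662 in Mef2cAHF::Cre, 4 to 896 in Tnnt2::Cre and 3 to 581 for its downregulated genes. Without mutant replicate 1, the 896 genes included all 50. Expressed genes ran from 19976 to 20243. The interaction counts became 1259 (from 559, Mesp1Cre against Tnnt2::Cre) and 1041 (from 586, Mef2cAHF::Cre against Tnnt2::Cre) with DESeq2. By the column names 586 became 0, with 472 at an unadjusted p below 0.05, and 2076 became 299. The other interaction counts stayed within 1.5 times.

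With the replicate number as a block (the replicate block), the counts were 1384 beside 1821 in Mesp1Cre, 517 beside 482 in Mef2cAHF::Cre, 28 beside 50 in Tnnt2::Cre, 23 beside 37 downregulated, and 9 beside 14 in all lines. The interactions gave 445 beside 559, 396 beside 586 and 1816 beside 2076, and the list tests 15 beside 16. The block took the ion list in Tnnt2::Cre from -0.01 to 0.00246, which reverses it, and the anion transport list stayed at -0.067, with an FDR of 0.055 beside 0.0471. Deviations of same-numbered libraries from their group means had mean correlations of 0.0217, 0.0740 and 0.0188 in Mesp1Cre, Mef2cAHF::Cre and Tnnt2::Cre. Same-numbered libraries are different embryos. In Mesp1Cre they share a litter code, so there the replicate block also takes out differences between litters. The litter block gave 1482 genes in that line. Calls lost under the blocks are not read as weaker effects, and why they were lost was not tested.

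Of the 36 list tests, 16 passed with camera at the fixed correlation, 0 with the correlation estimated from the data (2 at an unadjusted p below 0.05) and 3 with fry, and 13 to 17 under the other alternatives for all libraries. With the estimated correlation values stay and FDRs rise: hypoxia 1.10 in Mesp1Cre (0.395), -0.43 in Mef2cAHF::Cre (0.636) and 0.53 in Tnnt2::Cre (0.636), G1/S -0.14 in Mesp1Cre (0.636), calcium handling 0.16 in Mef2cAHF::Cre (0.545), and in Tnnt2::Cre anion transport -0.066 (0.636) and erythroid -1.01 (0.636). With fry, hypoxia in Mef2cAHF::Cre (0.357) and Tnnt2::Cre (0.358), G1/S in Mesp1Cre (0.167), anion transport (0.2) and erythroid (0.358) no longer passed. Anion transport was -0.066 without the genes the paper names (0.0863). FDRs over the alternatives ran from 6.34e-41 to 0.395 for hypoxia in Mesp1Cre, from 1.51e-15 to 0.636 in Mef2cAHF::Cre and from 1.95e-12 to 0.636 in Tnnt2::Cre.

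The erythroid covariate moved G1/S in Mesp1Cre to -0.13 (FDR 0.0609, alternatives 0.00555 to 0.636), hypoxia in Mef2cAHF::Cre to -0.085 (0.0994), and in Tnnt2::Cre the ion list to -0.095 (0.0345, now past the threshold, alternatives 0.0345 to 0.854) and the erythroid list to -0.037 (0.97). It reversed the ion list (0.12 to -0.021) and calcium handling (0.05 to -0.00223) in Mesp1Cre, G1/S in Mef2cAHF::Cre (0.01 to -0.077, FDR 0.0499), and calcium handling (0.03 to -0.028) and G1/S (-0.09 to 0.11) in Tnnt2::Cre (FDR 0.0446 each). The last 3 are now past the threshold, in the reversed direction. With all genes G1/S in Mef2cAHF::Cre was -0.00102, also reversed. The fall of the erythroid list under a covariate made from it is fixed in advance. For the others the cause was not tested.

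Leaving out 1 replicate at a time gave hypoxia 0.99 to 1.16, -0.57 to -0.23 and 0.31 to 0.73 in Mesp1Cre, Mef2cAHF::Cre and Tnnt2::Cre, past the threshold in every fit. In the same order the ion list had 0.05 to 0.15, 0.064 to 0.088 (3 of 6 fits past the threshold) and -0.045 to 0.011 (2 reversed), calcium handling 0.01 to 0.10, 0.12 to 0.20 and -0.040 to 0.066 (2 reversed), and G1/S -0.20 to -0.10, -0.028 to 0.057 (1 reversed) and -0.19 to 0.030 (1 reversed, 1 past). In Tnnt2::Cre anion transport had -0.12 to -0.033 (3 of 6 past) and the erythroid list -2.03 to -0.57 (6 of 6 past).

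Single genes reported here gave 1170 values under the alternatives: 981 kept direction and side of the threshold, 152 no longer passed it, 30 newly passed it and 7 reversed. Reversed were Nkx2-5 in Mesp1Cre (0.24 without control replicate 2, leave-outs -0.89 to 0.24), and in Tnnt2::Cre Commd1 (0.092 on log2(FPKM + 0.1), 0.13 with the erythroid covariate, leave-outs -0.15 to 0.065) and E2f2 (0.00657 with the erythroid covariate). On log2(FPKM + 0.1) the shift of 0.111 of the median of all genes in Tnnt2::Cre accounts for the sign of Commd1. For the others the cause was not tested, and Commd1 has an FDR of 0.978, so its sign is not resolved. Thinning every library to the smallest total moved 1 single-gene value across the threshold and 0 across 0, that of Klhl30 in Tnnt2::Cre. Depth limits the fold of AC129015.1, known only as at least 34.6.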

Differences from the paper's values

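The choice of each test here was made before its result was seen, apart from the alternatives named as chosen after seeing the values.

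In Mef2cAHF::Cre 482 genes were differentially expressed, against the paper's 1212. Of the alternatives set before the data were examined, the DESeq2 Wald test (1078) and all genes with at least 1 count (1311) came within 1.5 times the paper's value. The others did not, giving from 75 (without mutant replicate 2) to 662 (without control replicate 2). Sex as a covariate and mitochondrial genes taken out, both chosen after seeing the values, did not either (678 and 501).

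In Tnnt2::Cre 50 genes were differentially expressed against the paper's 774, and 37 were downregulated against the paper's 492. The fit without mutant replicate 1 (896 and 581) came within 1.5 times both values. The other alternatives set before the data were examined did not, with 366 and 198 under the DESeq2 Wald test the highest of them. The alternatives chosen after seeing the values gave 50 and 17 differentially expressed genes and did not close the gap.

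The paper gives Kmt2d as deleted in each mutant. In the Mef2cAHF::Cre libraries labelled mutant Kmt2d was higher by 0.32. Genes for which the paper states a direction in Mef2cAHF::Cre changed the opposite way by the sample labels: Vegfa (-0.89), Hmox1 (-0.97), Tgfb1 (-0.77) and Ccl2 (-1.35), given as higher in the paper, and Fxyd1 (1.42) and Atp2b4 (0.50), given as lower. By the column names each has the direction the paper states. Vegfa passed the threshold without control replicate 2, Hmox1 with the DESeq2 Wald test and without control replicate 1, and Tgfb1 with the DESeq2 Wald test.

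The paper places Fxyd1 and Nkx2-5 among the genes lower in Mesp1Cre mutants. Fxyd1 was -0.80 (edgeR FDR 0.18) and passed only without mutant replicate 3. Nkx2-5 was -0.65 (edgeR FDR 0.360) and passed under none of the alternatives run, and without control replicate 2 it was 0.24.

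For Tnnt2::Cre the paper lists further genes as changed that did not pass here. All of those that follow passed without mutant replicate 1, apart from Dclk1 and Mgp: Vegfa (1.07), Hmox1 (1.12), Ccl7 (2.00), Kcnj12 (-2.67), Klhl30 (-0.92), 2900026A02Rik (-0.57), Bcl9l (-0.60), Dclk1 (-0.93), Gse1 (-0.59), Mgp (-0.63), Stradb (-0.65), Gpx1 (-0.84), E2f2 (-0.84), Rbm38 (-0.63) and Abcb10 (-0.86). With the DESeq2 Wald test Hmox1, Ccl7, Kcnj12, Bcl9l, Gse1, 2900026A02Rik, Klhl30 and Dclk1 passed. 2900026A02Rik and Klhl30 also passed with the erythroid covariate, and Klhl30 with thinned counts. Mgp passed under none of the alternatives run.

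The paper finds ion transport functions among the genes lower in each mutant. That is an enrichment among called genes, while camera tests a shift of a whole list, so the list values are not a test of it. Of the list's genes past the threshold, 19 were higher and 7 lower in Mesp1Cre, and 0 higher and 3 lower in Tnnt2::Cre. In Mef2cAHF::Cre 17 were higher and 6 lower by the labels, and the reverse by the column names. Enrichment among the called genes was not tested. As a whole the list of ion channels and transporters was 0.12 in Mesp1Cre, 0.07 in Mef2cAHF::Cre by the labels and -0.01 in Tnnt2::Cre, and the erythroid covariate took the Tnnt2::Cre value to -0.09 (camera FDR 0.0345, alternatives 0.0345 to 0.854). The signs in Mesp1Cre and Tnnt2::Cre were not stable: on log2(FPKM + 1) the first turned negative, and without mutant replicate 1 or control replicate 1 the second turned positive. The paper gives the hypoxia response as higher in each mutant, and in Mef2cAHF::Cre the hypoxia list was -0.43 by the labels.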

Other observations

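The tests of exchanged labels, of an opposite response, of genes near Kmt2d, of the FPKM shift and of Kmt2d in Tnnt2::Cre mutant replicate 1 were chosen only after the result was seen.

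The real split of the libraries gave the most differentially expressed genes in each line. Of the splits that part every same-numbered pair, 1 of 8 in Mesp1Cre, 1 of 4 in Mef2cAHF::Cre and 1 of 4 in Tnnt2::Cre gave as many, this being the real split itself, and so did 1 of 35, 1 of 10 and 1 of 10 over all splits. The highest count under any other split was 2, 4 and 5 genes. For the genes downregulated in Tnnt2::Cre 1 of 4 splits gave as many in 1 direction. Among the splits that part every pair no share can be under 0.05, and over all splits only that of Mesp1Cre, 1 of 35, is. For the genes in all lines, 1 of 100 draws, the real one, reached 14, and the highest other draw had 0.

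Most genes shared with the other lines change the opposite way in Mef2cAHF::Cre by the sample labels. Of the genes past the threshold in Mesp1Cre and Mef2cAHF::Cre 94.3% are opposite. Exchanged genotype labels in this line are a candidate explanation, and an opposite response to the deletion is another, and this share does not tell them apart. Under an opposite response the targeted gene would still be lower in the libraries labelled mutant, and it was higher by 0.32 (edgeR FDR 0.0359). That value kept its direction in all 6 fits that each left out 1 replicate but passed the threshold in 1 of them. By the labels the change of Kmt2d in Mef2cAHF::Cre minus that in Tnnt2::Cre was 0.66 (edgeR interaction, FDR 0.00298). The change in Mesp1Cre minus that in Mef2cAHF::Cre was -0.54 (FDR 0.00311). By the column names these differences were 0.03 and 0.09, and neither passed. Kmt2d thus weighs against an opposite response without excluding it. The levels of Kmt2d were not used to assign any library. Whether the titles or the column names are right is not settled by these data alone.

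Abcb10, E2f2, Rbm38 and Gpx1, lower in Tnnt2::Cre mutants, may follow fewer erythroid cells in the mutant libraries. Their mean had an r of 0.944 with the erythroid list, and 0.941 of their median log2 fold change was lost with erythroid content as a covariate, from -0.84 to -0.05. A smaller number of erythroid cells could itself follow from the deletion, and blood left in the heart at dissection was not told apart from it.

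All 4 Mesp1Cre mutants were male, and 2 of 4 controls. With sex as a covariate 899 of the genes tested were past the threshold in place of 1821, so part of the count may depend on sex, or on the fewer libraries that then inform the comparison (median 838.5 for 3 libraries against 3). Between the male and female controls 40.6% of 1760 autosomal genes had the direction of the genotype difference, where sex as the source would give more than 60%, and the median size of the difference was 0.13 on the log2 scale against 0.64 between genotypes.

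A region of another strain carried along with the floxed allele would raise the share of called genes near Kmt2d. Within 10 Mb of it, 20 of 162 genes were past the threshold in Mesp1Cre (two-sided Fisher's exact test, p = 0.710), 6 of 180 in Mef2cAHF::Cre (exact p = 0.648) and 2 of 179 in Tnnt2::Cre (exact p = 0.0969). The shares near Kmt2d and elsewhere were 12.35% and 11.46% in Mesp1Cre and 3.33% and 2.84% in Mef2cAHF::Cre. In Tnnt2::Cre they were 1.12% and 0.285%, with few genes called, so in that line such a region cannot be excluded.

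Handling of the tissue could raise hypoxia genes together with early-response genes. The early-response list was 0.25 in Mesp1Cre (camera FDR 0.214) and -0.20 in Mef2cAHF::Cre by the labels (FDR 0.0521), where it has the direction of the hypoxia list and passed with all genes that had at least 1 count (-0.24, FDR 0.0101, alternatives 0.0101 to 0.869). In Tnnt2::Cre it was 0.39 (FDR 0.0022, 14 of 19 genes higher, alternatives 4.29e-04 to 0.636). In these 2 lines the change of the hypoxia genes cannot be told apart from handling. In Mesp1Cre the early-response list also had the direction of the hypoxia list, with 10 of 18 genes higher. There 2 genes were past the threshold higher and 0 lower, so a list this short does not exclude handling in that line. Fewer or more cardiomyocytes in the tissue could move the ion list. The cardiomyocyte list was -0.12 in Mesp1Cre (FDR 0.210) and 0.16 in Tnnt2::Cre (FDR 0.163), and 0.20 in Mef2cAHF::Cre by the labels (FDR 7.95e-05, 23 of 30 genes higher), the direction of the ion list there, so in that line the 2 cannot be told apart.

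The median of all genes on FPKM shifted by 0.154 in Mesp1Cre, -0.130 in Mef2cAHF::Cre and 0.111 in Tnnt2::Cre. Counts of mitochondrial and hemoglobin genes in the library totals are a candidate explanation. The share of counts outside those genes was 85.2% in mutants and 75.9% in controls of Mesp1Cre, 65.9% and 71.2% in the libraries labelled mutant and labelled control of Mef2cAHF::Cre, and 71.0% and 65.8% in Tnnt2::Cre, log2 ratios of 0.166, -0.113 and 0.109.

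In Tnnt2::Cre mutant replicate 1 lay nearer the controls. On a scale where controls are 0 and the other mutants 1, its median position over 500 genes was 0.144, beside 0.780 and 0.817 for the other mutants and 0.138, 0.141 and 0.357 for the controls, each measured with that library left out of the groups. Less deletion of Kmt2d in that embryo would leave more Kmt2d, and its log2 CPM was -0.098 from the mean of the other mutants. The position without the 122 genes that follow the erythroid list was 0.252, so erythroid content alone is unlikely to place it there. No other explanation was tested, and the library was kept.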
